# Equine Embryonic Stem Cell-Derived Tenocytes are Insensitive to a Combination of Inflammatory Cytokines and Have Distinct Molecular Responses Compared to Primary Tenocytes

**DOI:** 10.1007/s12015-024-10693-8

**Published:** 2024-02-24

**Authors:** Emily J. Smith, Ross E. Beaumont, Jayesh Dudhia, Deborah J. Guest

**Keywords:** Horse, Cytokine, Tendon, Inflammation, NF-κB, Embryonic Stem Cell

## Abstract

Tissue fibrosis following tendon injury is a major clinical problem due to the increased risk of re-injury and limited treatment options; however, its mechanism remains unclear. Evidence suggests that insufficient resolution of inflammation contributes to fibrotic healing by disrupting tenocyte activity, with the NF-κB pathway being identified as a potential mediator. Equine embryonic stem cell (ESC) derived tenocytes may offer a potential cell-based therapy to improve tendon regeneration, but how they respond to an inflammatory environment is largely unknown. Our findings reveal for the first time that, unlike adult tenocytes, ESC-tenocytes are unaffected by IFN-γ, TNFα, and IL-1β stimulation; producing minimal changes to tendon-associated gene expression and generating 3-D collagen gel constructs indistinguishable from unstimulated controls. Inflammatory pathway analysis found these inflammatory cytokines failed to activate NF-κB in the ESC-tenocytes. However, NF-κB could be activated to induce changes in gene expression following stimulation with NF-κB pharmaceutical activators. Transcriptomic analysis revealed differences between cytokine and NF-κB signalling components between adult and ESC-tenocytes, which may contribute to the mechanism by which ESC-tenocytes escape inflammatory stimuli. Further investigation of these molecular mechanisms will help guide novel therapies to reduce fibrosis and encourage superior tendon healing.

**Graphical Abstract:**

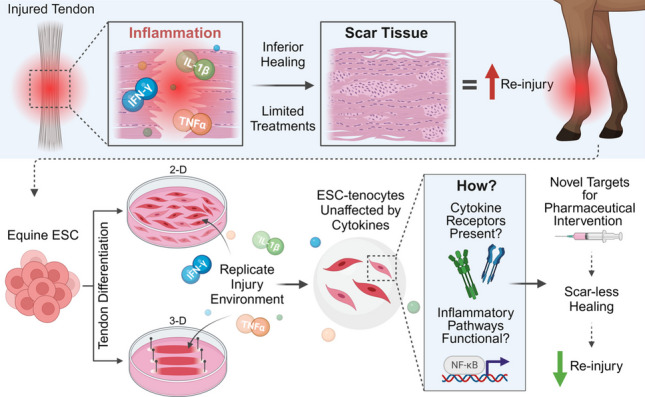

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-024-10693-8.

## Introduction

The tendon is an essential component of the musculoskeletal system which allows the transmission of contraction forces from skeletal muscle to bone. Certain tendons, such as the equine superficial digital flexor tendon (SDFT) and human Achilles tendon, are highly specialised to facilitate high-speed locomotion and withstand high tensile forces [1, 2]. These properties are a consequence of the tendons' hierarchical structure, comprised of dense, highly organised collagen fibre bundles embedded within an extracellular matrix (ECM) [3]. Tendon injuries are common, accounting for one-third of all musculoskeletal injuries in humans [4] and 46% of all limb injuries in Thoroughbred racehorses [5]. The healing process of an injured tendon is slow, often leading to disorganised tissue involving fibrosis. This can impede the tendon’s ability to fully regain its normal function and structure, leading to reduced strength, flexibility, and elasticity at the lesion site [3, 6], and ultimately making it more susceptible to re-injury (up to 67% in equine athletes [7]). The equine SDFT and the human Achilles tendon share several anatomical and physical characteristics including ageing phenotypes [8] and elastic energy-storing function for efficient locomotion [9, 10]. Thus, the use of equine models for tendinopathy research is a valuable tool in advancing our understanding of tendon injuries and improving the health outcomes of both horses and humans.

The importance of inflammation in both the early initiation of tendon pathologies and the tendon healing process has been recognised in recent years in patient samples from various stages of tendinopathy [11, 12]. Inflammation in tendon injuries is characterised by the endogenous expression of inflammatory mediators including pro-inflammatory cytokines. Amongst these, TNFα (tumour necrosis factor alpha) and IL-1β (interleukin 1 beta) are evidenced to be the most potent inducers of a catabolic response, with recent evidence suggesting these inflammatory cytokines in combination with IFN-γ (interferon gamma) have detrimental consequences for tendon cell function *in vitro* [13]*.* Inflammatory cytokines stimulate the activation of specific signalling pathways inside the cell, including nuclear factor kappa B (NF-κB), mitogen-activated protein kinase (MAPK), c-Jun N-terminal kinase (JNK), and signal transducer and activator of transcription (STATs) [14–16]. Our previous work has demonstrated that in adult tenocytes the adverse effects of TNFα and IL-1β are likely caused by their activation of NF-κB [13, 17]. This triggers a series of inflammatory processes that eventually lead to the transcription of different regulatory genes, linking extracellular signals to the mechanisms that govern essential cellular functions. However, although an inflammatory response is essential to initiate successful wound healing, dysregulation of these signalling pathways may contribute to the degradation of the tendon matrix and ultimately lead to chronic tendinopathy and tissue fibrosis [13, 18–20]. Therefore, understanding how these mechanisms regulate inflammation is critical to identifying therapeutic approaches to promote tendon healing.

Multiple treatment strategies have been recommended for tendinopathy. Although many conservative treatment options resolve the clinical signs associated with a tendon injury, they do not typically result in significant improvements to tendon functionally [21]. More recently, regenerative cell-based strategies which aim to restore tendon tissue with the same biomechanical properties as native tissue have been investigated. Mesenchymal stromal cells derived from bone-marrow aspirates (BM-MSCs) have rapidly advanced to clinical application in horses due to their ability to promote tissue regeneration and reduce fibrosis [22–24]. While BM-MSCs show promise as a regenerative therapy, there are several limitations to their use. These include limited proliferation capacity before entering senescence and the heterogenicity of the cell populations making it difficult to standardise BM-MSC preparation [25]. These limitations highlight a need for the investigation of alternative cell sources for regenerative tendinopathy treatment.

Pluripotent embryonic stem cells (ESCs) are derived from the inner cell mass of blastocyst-stage embryos. These cells offer the potential to advance regenerative treatment strategies, due to their distinguished capacity of unlimited self-renewal and ability to differentiate into derivatives of all three germ layers [26]. In human medicine, the major barriers to the possible transplantation of ESCs into patients are tumour formation and immune rejection [27]. We have previously isolated and characterised equine ESCs [28] and shown they exhibit high survival following injection into an equine SDFT injury, without inducing a cell-mediated immune response or undergoing uncontrolled proliferation during the 90-day study period [29]. Although equine ESCs have currently not been shown to form teratomas when injected into severe combined immunodeficient (SCID) mice [30], studies are yet to investigate the long-term safety and efficacy of these cells.

*In vitro,* equine ESCs undergo tenocyte differentiation in response to transforming growth factor-β3 (TGF-β3) and three-dimensional (3-D) culture in a collagen matrix [31–33]. Transcriptomic profiling of equine ESC-tenocytes has shown that these cells are transcriptomically closer to regenerative fetal tenocytes than adult tenocytes [33]. When stimulated with IL-1β, unlike adult tenocytes, equine ESC-tenocytes exhibit minimal effects on matrix metalloproteinase (*MMP)* or tendon-associated gene expression and generate tendon-like constructs indistinguishable from unstimulated controls [34]. These characteristics may not only have important benefits for their clinical application, but they also allow the use of equine ESC-tenocytes as a model to investigate the key signalling cascades involved in cytokine responses during tendinopathy.

The response of adult tenocytes to pro-inflammatory cytokines has been investigated extensively [13, 17, 34–36], whereas few studies have been performed in equine ESC-derived tenocytes [34]. Here, we determine the responses of equine ESC-tenocytes to IFN-γ, TNFα, and IL-1β. Additionally, the activation of key inflammatory pathways are measured and the mechanisms underpinning ESC-tenocyte responses are investigated.

## Materials and Methods

### Study Design

A summary of the study design is shown in Fig. 1. Initially, ESC-tenocytes were cultured in 3-D and stimulated with IL-1β prior to genome-wide transcriptomic analysis (Fig. 1a). Following this, experiments were performed to determine the consequences of IL-1β, TNFα, and IFN-γ exposure on ESC-tenocyte 3-D collagen gel contraction, gene expression in 2-D culture, and IL-6 secretion (Fig. 1b). Activation of key inflammatory signalling pathways (NF-κB P65, STAT1, and JNK) following inflammatory cytokine stimulation was investigated by immunofluorescent cytochemistry (Fig. 1c). Since the inflammatory cytokines had minimal effects on ESC-tenocytes, we examined the expression of the cytokine receptors though immunofluorescence and western blot analysis (Fig. 1d). We next attempted to induce NF-κB P65 activation in ESC-tenocytes through NF-κB pharmaceutical activators, initially determining activation through immunofluorescence, and then studying their effects on gene expression in 2-D culture, IL-6 production, and 3-D collagen gel contraction (Fig. 1e). Finally, we investigated whether conditioned media from ESC-tenocytes possessed the ability to attenuate adverse inflammatory responses by measuring its effects on cytokine-mediated adult tenocyte 2-D gene expression and 3-D collagen gel contraction (Fig. 1f). For all experiments either vehicle only conditions were used as a negative control, or adult tenocytes were used as a positive control since they are known to be adversely affected by inflammatory cytokine stimulation [13].

**Fig. 1:**
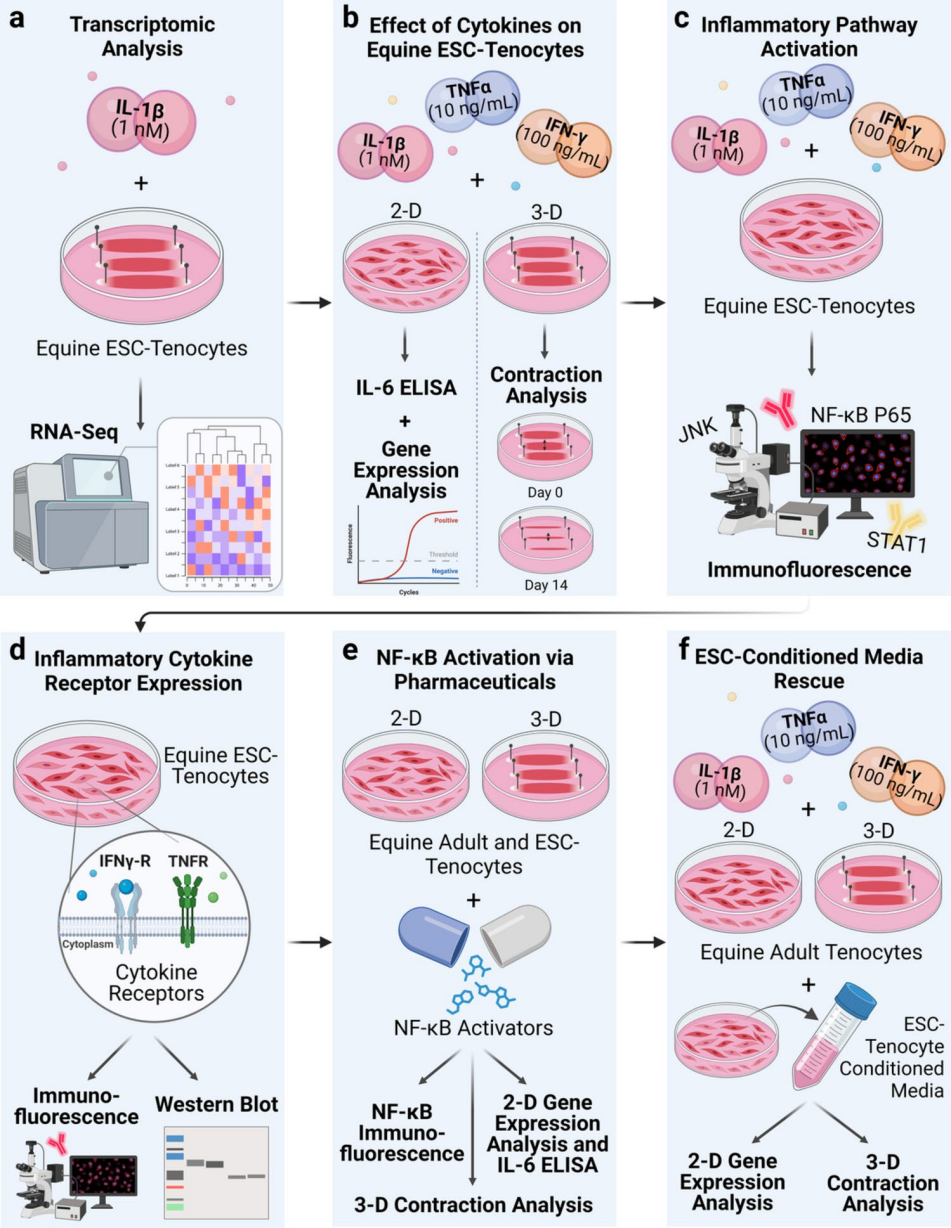
Experimental study design outlining ESC-tenocyte transcriptomic analysis in response to IL-1β (**a**), effect of inflammatory cytokine stimulation on equine ESC-tenocytes (**b**), inflammatory pathway activation (**c**), inflammatory cytokine receptor expression analysis (**d**), activation of NF-κB through pharmaceuticals (**e**), and ESC-tenocyte conditioned media rescue (**f**). Created with BioRender.com

### Tenocyte Cell Isolation and Culture

Adult tenocytes were isolated post-mortem from sixteen Thoroughbred type horses (aged between two and thirteen years old) that had been euthanized for reasons unrelated to this research with approval from the Royal Veterinary College Clinical Research Ethical Review Board (URN 2020 2017–2). As described previously [32], dissected SDFT tissue was incubated with 1 mg/mL type I collagenase from *Clostridium histolyticum* (Sigma-Aldrich, Dorset, UK) overnight at 37 °C. The resulting cells were expanded and cultured in growth media consisting of Dulbecco’s modified Eagle’s medium (DMEM; high glucose [4500 mg/L] with sodium pyruvate [110 mg/L]) supplemented with 10% fetal bovine serum (FBS), 1% penicillin–streptomycin (P/S) and 2 mM L-glutamine (LQ) (all Gibco, Thermo Fisher, Hemel Hempstead, UK). Culture conditions were maintained at 37 °C in a humidified atmosphere of 5% CO_2_. Tenocytes were passaged enzymatically using 0.25% trypsin–EDTA (Sigma-Aldrich) every 3–4 days prior to reaching maximal confluency.

### Embryonic Stem Cell Culture and Tenocyte Differentiation

Previously characterised equine ESCs from three different embryos were used in this research [28, 29, 31, 32, 37]. ESCs were cultured at 37 °C in a humidified atmosphere of 5% CO_2_ on mitotically inactivated mouse embryonic fibroblasts (MEFs) in ESC growth medium (DMEM/F12 supplemented with 15% FBS, 2 mM LQ, 1% non-essential amino acids, 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol; all Gibco, Thermo Fisher) and 1000 units/mL recombinant human leukaemia inhibitory factor (LIF) (Peprotech, London, UK) to maintain pluripotency. ESC growth medium was replenished daily, and cells were passaged mechanically every 6–8 days in the presence of 2 μM Thiazovivin (Miltenyi Biotech, Surrey, UK). For 2-D tenocyte differentiation, ESCs were cultured for 14 days without MEFs in ESC growth media without LIF, but with 20 ng/mL transforming growth factor beta-3 (TGF-β3) (Peprotech). Conditioned media from ESC-Tenocytes was obtained by removing the ESC growth media supplemented with TGF-β3 at day 14 and replenishing it with fresh ESC growth media lacking LIF and TGF-β3. This “ESC-tenocyte-conditioned media” was collected after 48 h of culture and centrifuged (130 × *g* for 3 min) to remove cell debris before being used immediately or stored at -70 °C until needed.

### Three-Dimensional Cell Culture of Tenocytes

Three-dimensional (3-D) culture of tenocytes was performed as previously described [13, 31, 34]. Briefly, pairs of 0.2-mm-diameter minutien pins (InterFocus, Cambridge, UK) were embedded in silicon-coated six-well culture plates (Sylgard 184 Silicone elastomer; Farnell, Leeds, UK) 15 mm apart. Adult tenocytes (4 × 10^5^ cells/mL) were suspended in a chilled mixture of 2 parts growth medium and 8 parts PureCol (Bovine collagen type I; Advanced Biomatrix, Carlsbad, USA). The pH of the resulting collagen-cell suspension was adjusted to 7.2–7.6 with 1 M sodium hydroxide and immediately pipetted (200 μL) between each pair of minutien pins. The plate with attached lid was then sealed with parafilm and incubated at 37 °C for 60–90 min. Once set, the 3-D tendon constructs were cultured in growth media alone (unstimulated control) or supplemented with recombinant human TNFα (10 ng/mL), recombinant human IL-1β (17 ng/mL), and/or recombinant equine IFN-γ (100 ng/mL; all PeproTech) [13], or NF-κB activators Prostratin (2 μM) and Phorbol 12-myristate 13-acetate (PMA) (10 ng/mL; both Abcam, Cambridge, UK). For ESC seeded constructs, mechanically passaged pieces of undifferentiated ESCs were used to prepare the 3-D tendon constructs at the same cell density (representative cell counts performed using cells detached with TrypLE™ Select; Invitrogen) and were cultured in ESC growth medium without LIF [31]. All cultures were maintained for 14 days at 37 °C in a humidified atmosphere of 5% CO_2_, and media was replaced every 3–4 days during this time. For each of these experiments, three to five biological replicates of adult tenocytes (P1 – P7) and three biological replicates of ESC-tenocytes (P12 – P34) were used.

ImageJ software (National Institutes of Health, USA) was used to analyse the contraction rate of the 3-D constructs over time with values displayed as a percentage of the day 0 value. At day 14, cell survival was determined by digesting the constructs in 1 mL of growth media with 1 mg/mL type I collagenase from *Clostridium histolyticum* (Sigma-Aldrich) for 20 min – 1 h at 37 °C. Cell survival was calculated as a percentage of the seeded cell number on day 0.

### RNA Isolation and Extraction

For 2-D stimulation experiments, ESC-tenocytes were stimulated with TNFα (10 ng/mL), IL-1β (17 ng/mL) and IFN-γ (100 ng/mL) alone or in combination for 72 h prior to harvesting the cells for RNA. For NF-κB activator pharmaceutical experiments, adult and ESC-tenocytes were stimulated with Prostratin (2 μM) or PMA (10 ng/mL) for 72 h before harvesting the cells for RNA. RNA was extracted using Tri-reagent (Sigma-Aldrich) followed by purification using an RNeasy mini kit (Qiagen, Manchester, UK). Contaminating genomic DNA was removed using a DNA-free™ DNA removal kit (Invitrogen, Thermo Fisher) and RNA concentration and purity were measured using a DeNovix DS-11 Spectrophotometer (DeNovix, Wilmington, USA).

### RNA Sequencing

RNA sequencing was previously performed using five biological replicates of adult tenocytes (between P3 and P6) cultured in 3-D in the presence or absence of IL-1β (17 ng/mL) (sequence data available via the National Centre for Biotechnology Information Gene Expression Omnibus accession number GSE221370) [17]. Here, we performed RNA sequencing on three biological replicates of ESC-tenocytes (between P10 and P32) cultured in 3-D in the presence or absence of IL-1β (17 ng/mL). RNA was isolated as described above, concentration was determined using a Qubit (Thermo Fisher) and samples were confirmed to have a 260:280 ratio between 1.8 and 2.2 using a DeNovix DS-11 Spectrophotometer. RNA integrity values of over 8 were confirmed using a Tapestation (Agilent, Milton Keynes, UK). As previously described [17], mRNA libraries were prepared from total RNA and converted to end-paired cDNA with adapter ligation by an external provider (Novagene, Cambridge, UK). Libraries were size selected, multiplexed, and quality controlled before RNA sequencing was performed on a NovaSeq6000 platform, generating 30.7–38 million reads of 150 base pair paired-end data per sample. FASTQC (version 0.11.9; Babraham Bioinformatics, Cambridge, UK) was used to quality control check the resulting FASTQ files. Quality checked reads were aligned to the Equus caballus transcriptome (EquCab3.0 GCF_002863925.1) using the pseudoaligner Salmon [38] (version 1.8) in Quasi-mapping-based mode with GC-bias correction (-gcBias). Quantified gene level abundance data was imported into R (version 4.2.1) using Tximport [39] (version 1.24). Differential expression analysis was performed using R/Bioconductor DESeq2 software (version 1.36). Genes with a log2-fold change (Log2FC) of ± 1 and an adjusted *p* < 0.05 were considered differentially expressed (DE).

### cDNA Synthesis and Quantitative PCR

RNA (500 ng) was reverse transcribed using the SensiFAST™ cDNA Synthesis Kit (Bioline, London, UK). To ensure there was no genomic DNA contamination, reactions lacking the reverse transcriptase were also performed. Equine compatible gene primers were designed using primer3 (http://primer3.ut.ee) and NCBI Primer Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) ensuring each amplicon had a melting temperature (Tm) between 58–62 °C, lacked a secondary structure at Tm 60 °C, and had an amplicon size of 50–150 bp. Primer sequences are shown in Table 1 qPCR reactions were performed in duplicate using 20 ng of cDNA with a SYBR Green containing supermix (Bioline) on a C1000 Touch Thermal Cycler (Bio-Rad, Hertfordshire, UK). qPCR cycling parameters were 95 °C (10 min), followed by 45 cycles of 95 °C (15 s), 60 °C (15 s) and 72 °C (15 s). Subsequently, a melt curve was produced with readings taken every 1 °C from 65 to 95 °C. Relative gene expression levels were normalised with the housekeeping gene *18 s rRNA* using the 2^−ΔΔCt^ method [13, 40]. Adult tenocytes from three or four biological replicates (P3—P8) and ESC-tenocytes from three biological replicates (P13—P25) were used in these experiments.

**Table 1:** Primer sequences used for qPCR analysis

Gene	Protein Name	Gene ID	Forward Primer	Reverse Primer
*18 s rRNA*	18 s ribosomal RNA	100,861,557	CCCAGTGAGAATGCCCTCTA	TGGCTGAGCAAGGTGTTATG
*SCX*	Basic helix-loop-helix transcription factor scleraxis	100,125,857	CCCAAACAGATCTGCACCTT	ATCCGCCTCTAACTCCGAAT
*TNMD*	Tenomodulin	100,033,840	GTCCCTCAAGTGAAGGTGGA	CCTCGACGGCAGTAAATACAA
*TNC*	Tenascin	100,049,835	AACCCGTCCAAAGAGACCTT	GCGTGGGATGGAAGTATCAT
*COL1A1*	Collagen type I alpha 1 chain	100,033,877	TGCGAAGACACCAAGAACTG	GACTCCTGTGGTTTGGTCGT
*COL5A1*	Collagen type V alpha 1 chain	100,069,057	AGGAGAGAGAGGCCCAAAAG	CTCCATCAATTCCCTGAG GA
*COMP*	Cartilage oligomeric matrix protein	100,033,911	AGAACATCATCTGGGCCAAC	CGCTGGATCTCGTAGTCCTC
*THBS4*	Thrombospondin-4	100,073,261	GGGAAATGGGGTTACCTGTT	CGGGTAGCAGGGATGATATT
*SOX9*	Transcription factor SOX-9	100,033,908	GCTCTGGAGACTTCTGAACGA	GTAATCCGGGTGGTCCTTCT
*IL-6*	Interleukin 6	100,034,196	GAAAGAGAGCTTCATCTGCCC	ACTGGAGTGACGGTGCTTG
*MKX*	Homeobox protein Mohawk	100,065,010	AAGGCAAAGGAACCATTCGGTTA	TTAGCTGTCACCCTTATTGGAT
*MMP1*	Matrix Metallopeptidase 1 (Interstitial collagenase)	100,033,896	CTTTGATGGACCTGGAGGAA	GAATGGCCAAATTCATGAGC
*MMP2*	Matrix Metallopeptidase 2 (72 kDa type IV collagenase)	100,033,948	CAGGAGGAGAAGGCTGTGTT	AGGGTGCTGGCTGAGTAGAC
*MMP3*	Matrix Metallopeptidase 3 (Stromelysin-1)	100,034,195	TGGACCTGGAAAAGTTTTGG	GACCAAGTTCATGAGCAGCA
*MMP8*	Matrix Metallopeptidase 8 (Neutrophil collagenase)	100,069,005	TTTGATGGACCCAATGGAAT	TTCATGGGCAGCAACAATAA
*MMP9*	Matrix Metallopeptidase 9	100,056,599	GAGATCGGGAATCATCTCCA	CCAAGAGTCGCCAGTACCTC
*MMP13*	Matrix Metallopeptidase 13 (Collagenase 3)	100,009,711	GCCACTTTGTGCTTCCTGAT	CGCATTTGTCTGGTGTTTTG

### MMP Activity Assay

Total MMP activity was determined using the MMP activity assay kit (ab112146, Abcam) according to the manufacturer’s specifications. Media was harvested from four biological replicates of adult tenocytes (P4 – P6) and three biological replicates of ESC-tenocytes (P14 – P20) cultured for 72 h with growth media alone (unstimulated control) or growth media containing TNFα (10 ng/mL), IL-1β (17 ng/mL), and IFN-γ (100 ng/mL) and stored at -70 °C until use. For the MMP assay, the media was first activated with an equal volume of 2 mM APMA working solution and incubated at 37 °C for 2 h. Each sample was then mixed with MMP Green Substrate and incubated for 1 h at room temperature prior to performing an endpoint fluorescent reading at Ex/Em = 490/525 nm on a Tecan plate reader (Infinite M Plex; Tecan, Switzerland). The baseline was determined with a negative substrate control and subtracted from the individual samples to determine the measured activity of the MMPs.

### Presto Blue Cell Viability Assay

Cell viability of three biological replicates of adult tenocytes (P4 – P8) was measured using a PrestoBlue™ cell viability reagent (Invitrogen, Thermo Fisher). Adult tenocytes were seeded onto 96-well tissue culture plates at 1.5 × 10^4^ cells per well in growth media. Cells were incubated at 37 °C and 5% CO_2_ for 24 h to allow for cell adhesion. After 24 h, fresh growth media alone (unstimulated control) or with NF-κB activators Prostratin (2—50 μM) or PMA (10—100 ng/mL) (both Abcam) was added. After 72 h incubation, growth media was removed from the cells and 100 μL of diluted PrestoBlue™ reagent (1:10) was added to each well and the plates incubated at 37 °C for 30 min. Fluorescence was measured at an excitation wavelength of 560 nm and an emission of 590 nm on a Tecan plate reader (Infinite M Plex; Tecan).

### Immunofluorescence

For each immunofluorescence experiment, three biological replicates of adult tenocytes were used (between P2 – P7). Initially, adult tenocytes were cultured on gelatin-coated (Sigma-Aldrich) coverslips in 24-well tissue culture plates. Once the cells had reached 70–80% confluency, they were stimulated with NF-κB activators Prostratin (0.2, 2, 10 μM), PMA (10, 50, 100 ng/mL), Betulinic acid (1, 10, 100 μg/mL), or A23187 (0.2, 2, 10 μM) for various timepoints between 30 min and 24 h to establish optimal treatment conditions. Once established, three biological replicates of equine ESCs (between P9 – P33) were differentiated into tenocytes directly on gelatin-coated coverslips and subsequently treated with TNFα (10 ng/mL), IL-1β (17 ng/mL), and/or IFN-γ (100 ng/mL) for 1 h or NF-κB activators Prostratin (2 μM, 30 min), PMA (10 ng/mL, 1 h), Betulinic acid (10 μg/mL, 1 h), or A23187 (2 μM, 1 h). Cells cultured with growth media alone served as controls. Following stimulation, cells were fixed in 3% paraformaldehyde for 20 min, permeabilised with 0.1% Triton-X-100 (Sigma-Aldrich) for 1 h at room temperature and then blocked with 2.5% normal horse serum (NHS) (Vector Laboratories, Peterborough, UK) for 20 min also at room temperature. Incubation with the primary antibody (see Table 2) was carried out in 2.5% NHS overnight in a humidified atmosphere at 4 °C. Secondary antibody incubation was performed using either goat anti-mouse IgG Alexa Fluor 594 (1:200) or goat anti-rabbit IgG Alexa Fluor 594 (1:200; both Thermo Fisher) in 2.5% NHS for 3 h at room temperature. The use of the secondary antibody only served as a negative control. Coverslips were mounted using Vectashield Hardset with DAPI (4′,6-diamidino-2-phenylindole; Vector Laboratories). Fluorescent images were taken using a Nikon Eclipse Ti2 series microscope (Nikon, Surrey, UK). Nuclear fluorescent intensity was quantified by measuring the mean grey scale of the nuclear region using ImageJ software.

**Table 2:** Primary antibodies used for immunofluorescence

Marker	Species	Clone	Dilution	Company	References
NF-κB (P65)	Mouse	Monoclonal 572	1:100	Thermo Fisher (436700)	[13]
STAT1	Rabbit	Monoclonal EPR4407	1:200	Abcam, UK (ab109320)	[13]
JNK 1,2,3	Rabbit	Monoclonal EPR16797-211	1:200	Abcam (ab179461)	[13]
TNFR1	Rabbit	Polyclonal	1:200	Biorbyt, Cambridge, UK (orb107276)	Cross-reactivity shown by western blot (Fig. 5)
TNFR2	Rabbit	Monoclonal EPR1653	1:100	Abcam (ab109322)	Cross-reactivity shown by western blot (Fig. 5)
IFNGR1	Rabbit	Polyclonal	1:200	Assay Biotechnology, Fremont, CA (B0953)	Cross-reactivity shown by western blot (Supplementary Fig. 4)
IFNGR2	Rabbit	Polyclonal	1:100	Biorbyt (orb415521)	Cross-reactivity shown by western blot (Supplementary Fig. 4)

### Western Blot Analysis

Cytoplasmic protein fractions were isolated from three biological replicates of adult (P4—P7) and ESC-tenocytes (P15—P26) using the NE-PER™ Nuclear and Cytoplasmic Extraction Reagents and Halt™ Protease Inhibitor Cocktail (100X; both Thermo Fisher) according to the manufacturer’s instructions. Fifteen to thirty micrograms of reduced cytoplasmic protein were loaded into each well of a NuPAGE 4–12% Bis–Tris Gel (Invitrogen). Following transfer, the nitrocellulose membrane (Cytiva™, Buckinghamshire, UK) was probed with antibodies for TNFR1 (1:1000), TNFR2 (1:1000), IFNGR1 (1:1000) and IFNGR2 (1:1000). Immunoreactivity was detected using goat anti-rabbit IgG H&L (HRP) (Abcam, ab6721, 1:5000–1:7000) or goat anti-mouse IgG H&L (HRP) (Abcam, ab6789, 1:10,000) and the ECL plus Western Blotting Substrate (Pierce™, Thermo Fisher) on a G:BOX (Syngene, Cambridge, UK). The mouse anti-β actin antibody (Abcam, ab8226, 1:1000) was used as a positive control. Densitometric quantification of Western blots was performed using Image Lab 6.1 software (Bio-rad). The measurements were normalised to total protein stain (Ponceau S; Sigma-Aldrich) [41].

### IL-6 and IL-1RA ELISA

Commercially available equine ELISA kits (R&D systems, Abingdon, UK) were used to determine the concentrations of IL-6 and IL-1RA in 72 h conditioned media samples according to the manufacturer’s instructions. Colorimetric detection was performed on a Tecan plate reader (Infinite M Plex) at 450 nm with background correction at 540 nm. A seven-point standard curve with four-parameter logistic regression was used to determine the concentration of IL-6 (pg/mL) or IL-1RA (ng/mL). Adult tenocytes from three biological replicates (P2 – P8) and ESC-tenocytes from three biological replicates (P9—P31) were used in these experiments.

### ESC-Tenocyte Conditioned Media and Tenocyte Co-Culture

ESC-tenocyte conditioned media experiments were performed using three biological replicates of ESC-tenocytes (P9 – P30) and three or four biological replicates of adult tenocytes (P1—P6). Adult tenocytes were cultured in 2-D or 3-D as described previously in either i) ESC growth media, ii) ESC growth media containing cytokines (TNFα (10 ng/mL), IL-1β (17 ng/mL), and IFN-γ (100 ng/mL)), iii) previously prepared ESC-tenocyte conditioned media alone (see above), or iv) ESC-tenocyte conditioned media containing cytokines (TNFα (10 ng/mL), IL-1β (17 ng/mL), and IFN-γ (100 ng/mL)). 2-D cultures were harvested for RNA after 72 h and qPCR analysis performed. 3-D cultures of adult tenocytes were maintained for 14 days with media changes every 3–4 days.

### Statistical Analysis

All statistical analysis was performed using SPSS (version 28.0.0.0.; IBM, UK). Gaussian distribution of all data was tested using the Shapiro-Wilks normality test and equal variance using Levene’s test. For comparisons of two groups, independent Students t-tests (unpaired, two-tailed) were used. For comparisons of more than two groups, a one-way ANOVA with *post-hoc* Tukey was used. Where data was not normally distributed, it was log-transformed prior to analysis. If normality was still not met a non-parametric Kruskal Wallis test was performed followed by Dunn’s pairwise comparisons. If data was normally distributed but with unequal variance, Welch’s ANOVA was used followed by Games-Howell *post hoc*. For comparisons of more than two groups over time, a two-way ANOVA with a Bonferroni *post hoc* correction for multiple comparisons was used. If the assumption of sphericity was violated, a greenhouse–geisser correction was applied. In all cases, a *p* value of < 0.05 was considered statistically significant.

## Results

### IL-1β Stimulation Fails to Elicit Changes in Global Gene Expression Patterns by ESC-Tenocytes After 14 Days in 3-D Culture

Previously, IL-1β demonstrated adverse effects on tendon-associated gene expression in adult tenocytes in 2-D culture, however, ESC-tenocytes appeared to be unaffected by IL-1β stimulation [34]. In 3-D culture, transcriptomic analysis revealed exogenous IL-1β simulation of adult tenocytes results in 2517 differentially expressed (DE) genes, with 954 and 1653 up and down-regulated in expression, respectively [17]. 

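ESC-tenocytes are tendon-like cells differentiated from embryonic stem cells, which are derived from the inner cell mass of early embryos. ESCs from 3 embryos, whose lines are labelled IG, HJ and PW, were seeded in bovine collagen gels held between pins, and were cultured for 14 days with or without IL-1β. The dose was 17 ng/mL in the methods of the paper and is given as 1 nM in the sample labels. RNA sequencing of mRNA gave 6 libraries, with 3 unstimulated controls and 3 IL-1β libraries, and each line contributed 1 library to each group. The authors assigned the reads to equine transcripts with Salmon, a pseudoaligner that estimates how many reads come from each transcript without aligning them base by base, and corrected for GC bias. They summed the estimates to genes with tximport and deposited normalised counts from DESeq2. These values are not raw counts, because each count was divided by a factor for the size of the library and the average transcript length of the gene in that library. The deposited table holds 29196 rows without gene names, of which 23578 are above 0 in at least 1 library. Gene symbols, genomic positions and transcript lengths are therefore not given for single genes, and the genes of Table 1 and Supplementary Fig. 1c were not analysed here. Normalised counts summed to between 25955719 and 37437147 in the control libraries (median 26249763) and to between 24616907 and 36835410 in the IL-1β libraries (median 25764371). The most frequent low value in each library was taken as the value of a single read for a gene whose length correction was neutral. Dividing the totals by it gave an estimate of 27386072 to 28791607 reads on genes in the control libraries (median 27812349) and 26517970 to 32908109 in the IL-1β libraries (median 31138894). The paper's own figure is 30700000 to 38000000 sequenced reads per sample, and the values used here are the normalised counts. Since only 0.884% to 1.97% of the values above 0 were whole multiples of this value, read counts could not be rebuilt gene by gene, and a test on counts was not applied. Normalised counts were instead compared as log2(value + 1) with limma, which shares information on variance between genes, over the 15437 genes with a value of at least 10 in at least 3 libraries. Fold changes are on this log2(value + 1) scale, which understates the change of genes with low values. The thresholds for DE genes were those of the paper, an adjusted p-value (Benjamini-Hochberg) under 0.05 and a log2-fold change of at least 1 in either direction.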

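Comparing the 3 IL-1β libraries with the 3 control libraries, limma called 0 of the 15437 genes as DE, and 0 genes had an adjusted p-value under 0.05 whatever the size of the change. The smallest Benjamini-Hochberg adjusted p-value from limma was 0.99997. Without adjustment, 5 genes had a p-value under 0.05, whereas an even spread of p-values would give 772. The comparison of 2 groups counts the differences between the lines as error, and libraries of the same line deviated together from the means of their groups (Pearson's r across genes between 0.876 and 0.942 within lines, and between -0.75 and 0.172 between lines). With the line added to the limma model as a replicate block, so that each IL-1β library was compared with the control of its own line, the median standard error of the log2-fold change fell from 0.457 to 0.107. This paired fit also called 0 DE genes and found 0 genes with an adjusted p-value under 0.05, the smallest being 0.602. The number of genes with an unadjusted p-value under 0.05 was 1276 in the paired fit, of which 479 were higher and 797 lower with IL-1β. When the libraries were rescaled to the same 75th percentile, an alternative chosen after the data had been seen, the paired fit gave 645 higher and 533 lower. Without limma's trend of variance on expression level, the paired fit gave 784 genes, of which 431 were higher and 353 lower. That count is close to the 772 of an even spread. The size of change that each fit can detect was measured on simulated values with the line means of these libraries and noise drawn from the variance distribution fitted to them, in which 200 of the 15437 genes were changed. The comparison of 2 groups recovered 0% of 2-fold changes, 0% of 4-fold changes and 35.0% of 8-fold changes at an adjusted p-value under 0.05. The paired fit recovered 74.0%, 93.0% and 98.0% of them, respectively, and also called 10 to 13 of the unchanged genes. The second setting took as noise the variance that limma estimated for each gene, which already shares information between genes. There the comparison of 2 groups recovered 0%, 0% and 39.0%, and the paired fit 76.5%, 96.0% and 99.5% with 11 to 26 unchanged genes called. Both settings changed 200 genes at once, and recovery with fewer changed genes was not measured. The paper states from its analysis that IL-1β did not elicit changes in global gene expression in ESC-tenocytes, and contrasts this with the DE genes it had found in adult tenocytes.

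**Figure D1:**
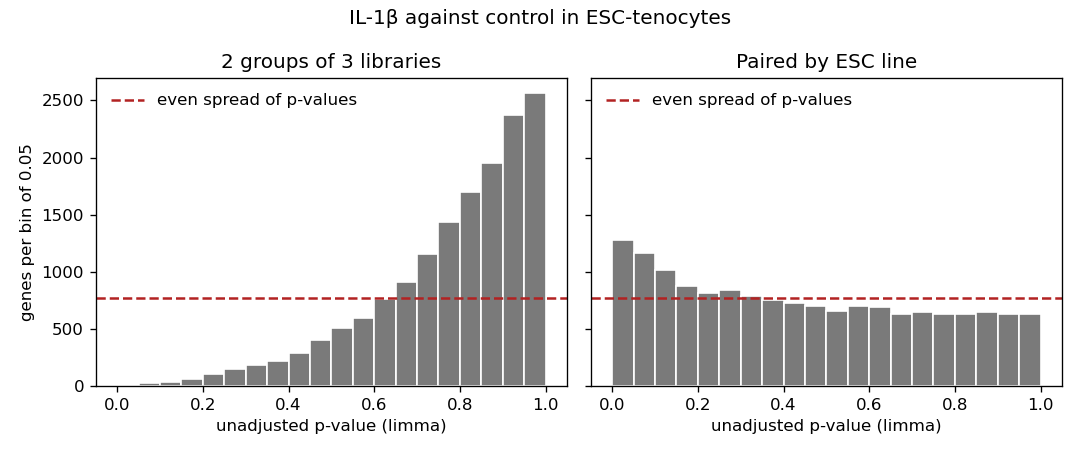
Unadjusted limma p-values of the 15437 genes tested, in bins of 0.05, from the comparison of 2 groups of 3 libraries (left) and from the fit paired by ESC line (right). The dashed line is the 772 genes per bin that an even spread of p-values would give, and the lowest bin holds 5 genes on the left and 1276 on the right. Without limma's variance trend, which is not shown, the paired fit gave 784 genes with an unadjusted p-value under 0.05.

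**Figure D2:**
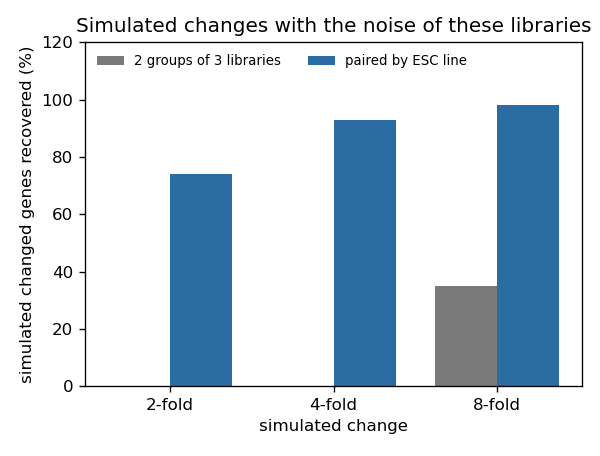
Percentage of 200 simulated changed genes recovered at an adjusted p-value under 0.05 for 2-fold, 4-fold and 8-fold changes, with noise drawn from the variance distribution fitted to these libraries. Grey bars are the comparison of 2 groups and blue bars the fit paired by ESC line, which recovered 74.0% of the 2-fold changes where the comparison of 2 groups recovered 0%.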

Here, we evidence that ESC-tenocytes exhibited no DE genes following IL-1β stimulation in 3-D culture (Fig. 2 and Supplementary Fig. 1a and b). qPCR analysis of selected genes validated this finding (Supplementary Fig. 1c).

**Fig. 2:**
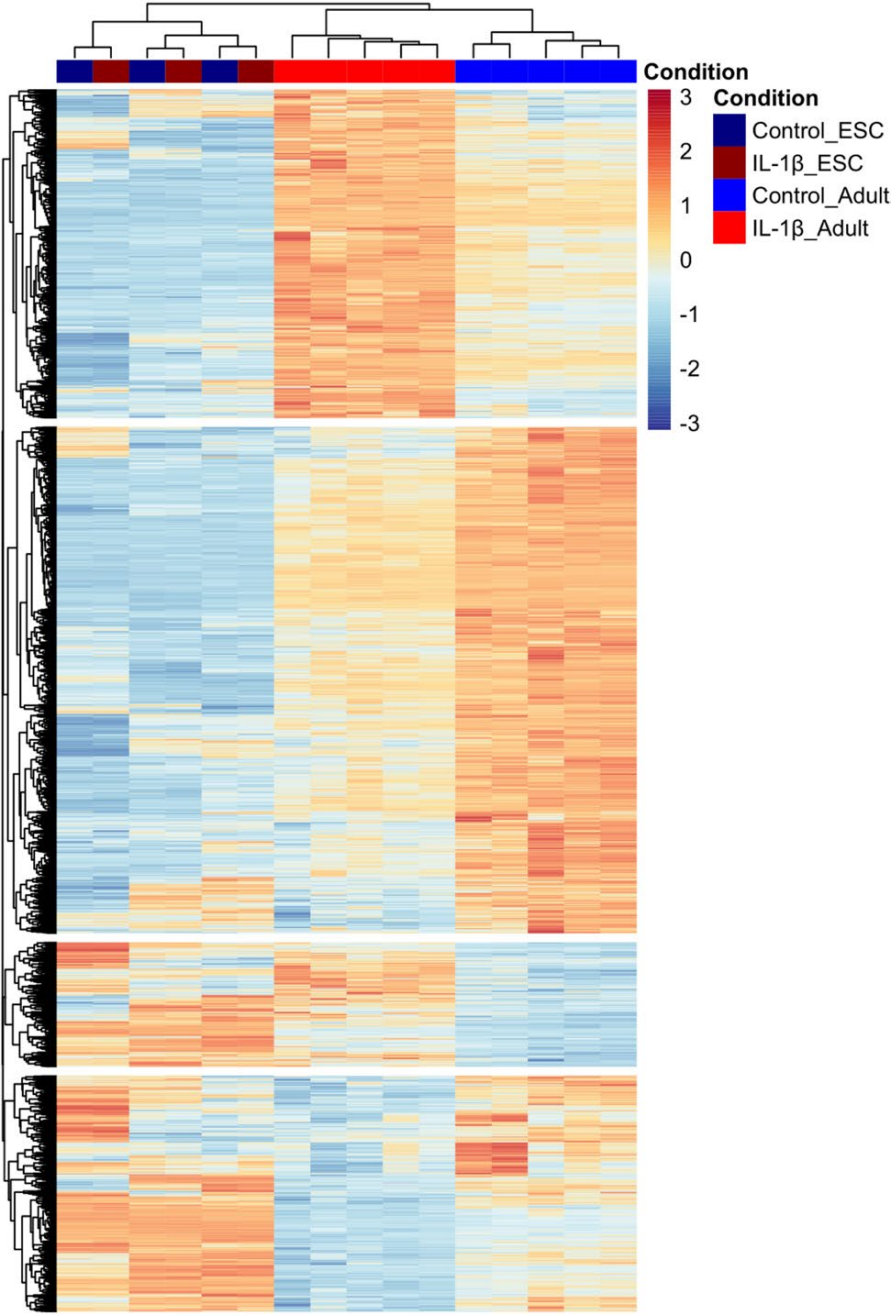
Transcriptomic responses of equine adult (Beaumont et al*.*, 2023, GSE221370) and ESC-derived tenocytes stimulated with IL-1β for 14 days in 3-D culture. The heatmap shows the normalised counts for the 2517 DE genes in adult tenocytes [17], relative to the 0 DE genes in ESC-tenocytes (adjusted *p* value < 0.05 and log2-fold change ± 1). Samples are visualised in columns (control in blue, IL-1β in red) and genes are represented and clustered (Euclidean) by row. For this comparison, five biological replicates of adult tenocytes (between P3 and P6) and three biological replicates of ESC-tenocytes (between P10 and P32) were used

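The 6 ESC-tenocyte libraries were compared with each other over all genes tested, since the rows of the deposited table carry no gene names and the genes that responded in adult tenocytes were not picked out. The adult libraries were not analysed here. On log2(value + 1), centred and scaled for each gene, the nearest neighbour of all 6 libraries by Euclidean distance was the other library of the same line. The distances between the control and IL-1β libraries of a line were 85.6 to 88.8, and those between libraries of different lines were 141 to 216. Lines HJ and PW lay 141 to 156 apart, and every distance between IG and another line was at least 199.9. Across genes, Pearson's r was 0.987 to 0.99 between libraries of the same line with different treatments and 0.809 to 0.94 between libraries of different lines with the same treatment. These correlations describe the 6 libraries, as genes are not independent replicates.

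**Figure D3:**
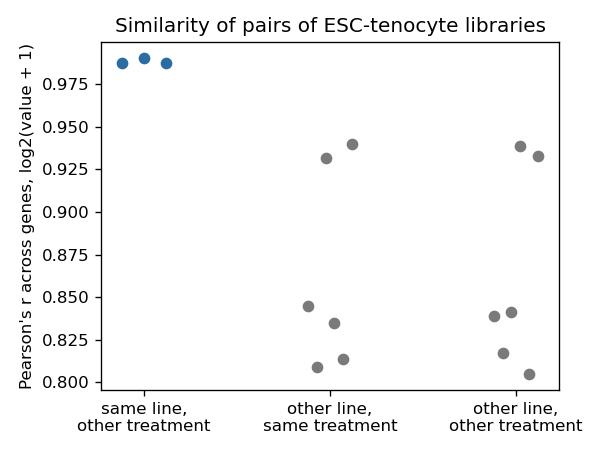
Pearson's r across the 15437 genes tested for each pair of ESC-tenocyte libraries, on log2(value + 1). The vertical axis does not start at 0. The 3 pairs of the same line (blue, 0.987 to 0.99) lie above all pairs of different lines (grey), whether or not those shared the treatment.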

### IL-1β, TNFα, and IFN-γ Stimulation Results in Minimal Changes to 2-D Tendon-Associated Gene Expression or 3-D Collagen Gel Contraction by ESC-Tenocytes

A combination of IL-1β, TNFα, and IFN-γ can produce greater detrimental consequences on adult tenocytes than individual cytokine stimulation [13]. We, therefore, performed qPCR analysis to determine if there are changes in tendon-associated gene expression in ESC-tenocytes cultured in 2-D following 72 h stimulation with a combination of inflammatory cytokines. Stimulation of ESC-tenocytes with IL-1β, TNFα, or IFN-γ alone, or in combination, resulted in minimal changes to both tendon-associated, *IL-6,* and *MMP* gene expression (Fig. 3a and b). This contrasted with our previous work in adult tenocytes (displayed as open bars in Fig. 3a and b) [13]. The qPCR data was confirmed at the protein level by ELISA. As shown in supplementary Fig. 2, cytokine stimulation significantly increased IL-6 secretion and total MMP activity in adult tenocytes, but not in ESC-tenocytes. In 3-D culture, IL-1β, TNFα, or IFN-γ alone or in combination exhibited no significant effect on the final degree of collagen gel contraction by ESC-tenocytes (Fig. 3c) or ESC-tenocyte survival (Fig. 3d) compared to the unstimulated control.

**Fig. 3:**
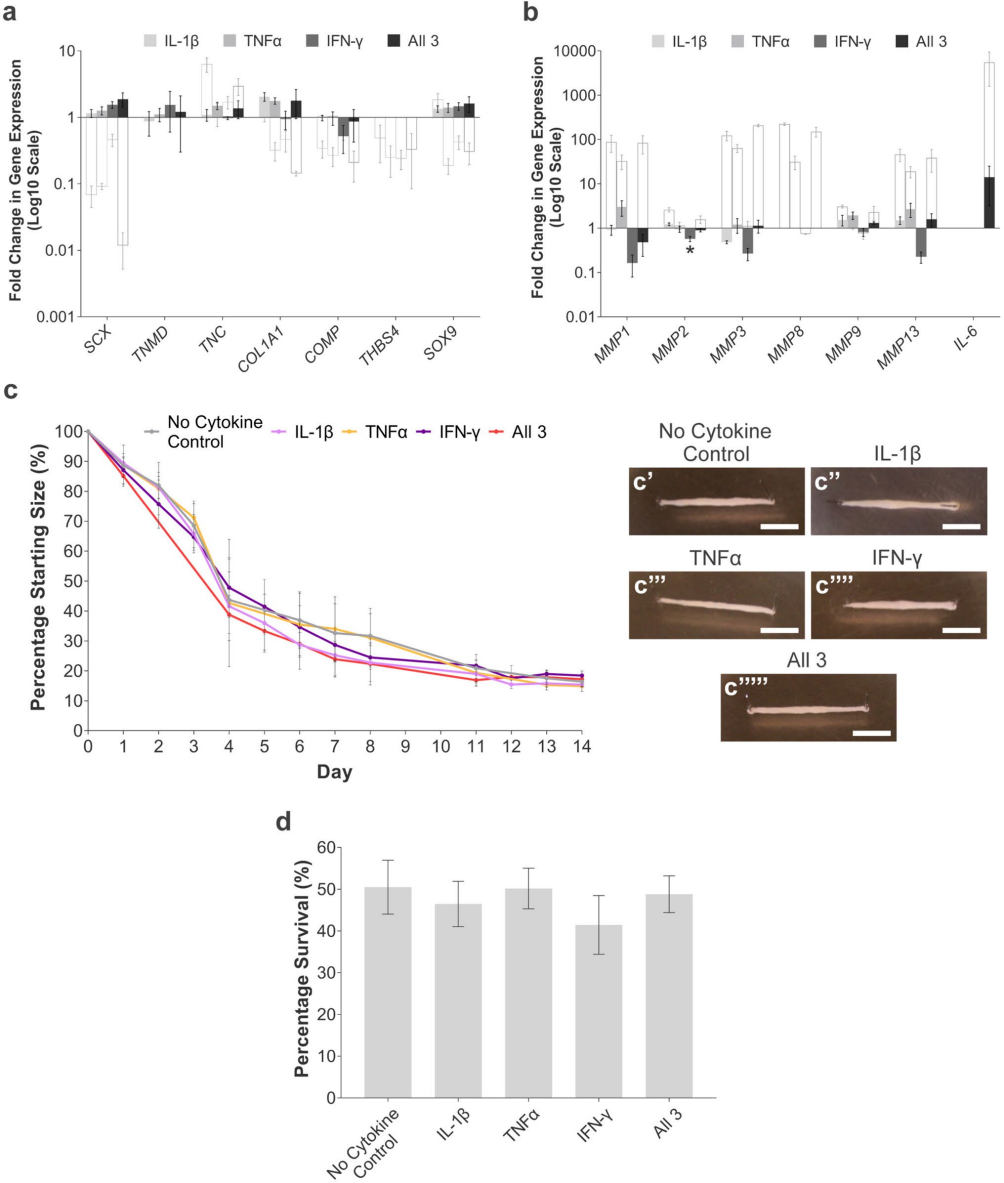
The effect of inflammatory stimulation on 2-D gene expression and 3-D collagen gel contraction by ESC-tenocytes. Fold change in tendon-associated (**a**) and *MMP* (**b**) gene expression in ESC-tenocytes following stimulation with IFN-γ, TNFα, and/or IL-1β compared to the no cytokine control. Open bars represent existing data from adult tenocytes [13] to act as a comparison. *IL-6* expression was analysed for ‘All 3’ cytokine treated samples only. (**c**) Inflammatory cytokines either alone or in combination had no effect on the degree of 3-D collagen gel contraction by ESC-tenocytes. Representative images at day 14 are shown in c’-c’’’’’. Scale bar = 5 mm. (**d**) No significant differences in cell survival were found between cytokine treated and no cytokine control gels. The asterisk (*) indicates significant difference relative to no cytokine control *p* < 0.05. Error bars represent the S.E.M of three biological replicates. Cells in these experiments were between P13 – P36

### Inflammatory Pathway Activation in Response to IL-1β, TNFα, and IFN-γ Stimulation in ESC-Tenocytes

Immunofluorescent staining demonstrated that IL-1β, TNFα, and/or IFN-γ failed to induce NF-κB P65 nuclear translocation in ESC-tenocytes following 1 h of stimulation (Fig. 4a and d). In contrast, immunofluorescence revealed that exposure to IFN-γ (either alone or in combination with IL-1β and TNFα) significantly induced STAT1 activation compared to the no cytokine control (Fig. 4b and e). Furthermore, basal nuclear JNK localisation in ESC-tenocytes (Fig. 4c) was not significantly affected by any cytokine condition (Fig. 4f).

**Fig. 4:**
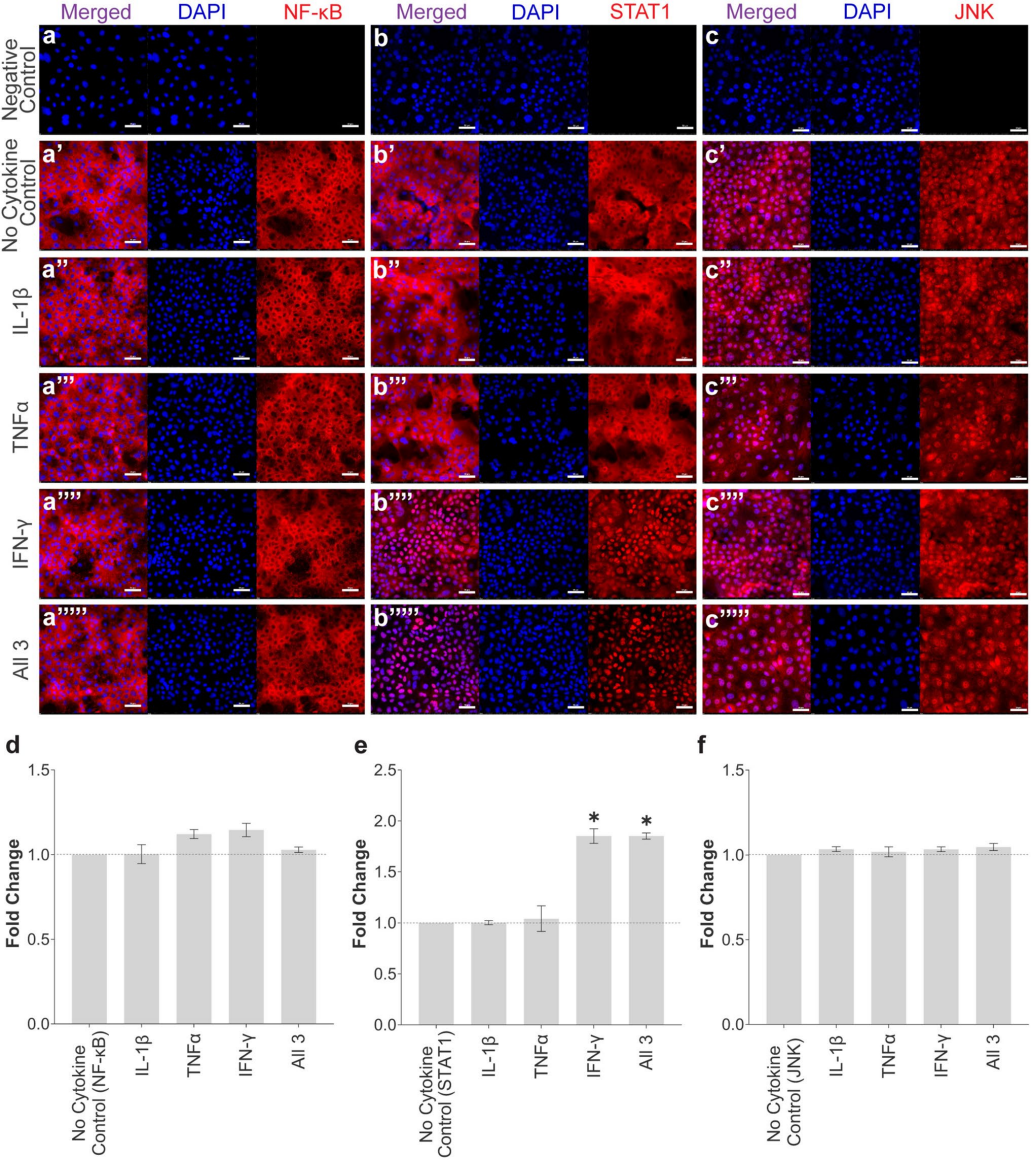
The localisation and activation of inflammatory pathway proteins in response to inflammatory cytokine stimulation. Immunofluorescence staining of NF-κB P65 (a-a’’’’’), STAT1 (b-b’’’’’), and JNK (c–c’’’’’) in ESC-tenocytes following stimulation with IFN-γ, TNFα, and/or IL-1β. Unstimulated cells served as a control. Nuclear staining is shown by DAPI in blue. All images are representative of three independent biological replicates. Scale bar = 50 μm. Semi-quantitative analysis of the relative nuclear fluorescent intensity of NF-κB P65 (d), STAT1 (e), and JNK (f) following inflammatory cytokine stimulation is also shown. Data is displayed as fold change compared to the no cytokine control. Error bars depict the S.E.M of three measurements from three independent biological replicates of ESC-tenocytes. The asterisk (*) denotes the fold change is significantly different to the no cytokine control at *p* < 0.05. Cells in these experiments were between P9 and P21

### Transcriptomic Analysis Demonstrates Differences Between the Expression of NF-κB Components and Cytokine Receptors Between Adult and ESC-Tenocytes; but have Comparable Protein Levels of the TNFα and IFN-γ Receptors

Transcriptomic profiles of adult and ESC-tenocytes from publicly available data (Paterson et al*.*, 2020, GSE145029) were used to compare the expression of key NF-κB pathway and TNF/IL-1 signalling components (Supplementary Fig. 3). Despite adult tenocytes consistently expressing higher levels of several NF-κB signalling components compared to the ESC-tenocytes, this was not significant for any gene examined. In contrast, ESC-tenocytes expressed significantly higher levels of *NFKBIA, NFKBIE,* and *IKBKB* compared to the adult tenocytes. When comparing the expression levels of cytokine receptors, adult tenocytes expressed significantly more *TNFRSF1A* and *IL-1R1*, whereas ESC-tenocytes expressed significantly more *IL-1R2* and *IL-1RN.* Previously, we demonstrated at the protein level that ESC-tenocytes lack expression of IL-1 receptor 1 and express higher levels of the decoy receptor IL-1 receptor 2 compared to adult tenocytes [34]. The induction of STAT1 following exposure to IFN-γ and our previous work demonstrating an increase in MHC-1 expression following IFN-γ treatment suggests that the IFN-γ receptors are present in ESC-tenocytes [36]. Here, we confirm that both adult and ESC-tenocytes express IFNGR1 and IFNGR2 (Fig. 5a and b). Western blot analysis confirmed that these antibodies specifically recognise equine proteins (Supplementary Fig. 4). Additionally, we demonstrate that despite not responding to TNFα, at the protein level the ESC-tenocytes express both TNFR1 and TNFR2 (Fig. 5c and d) at comparable levels to the adult tenocytes (Fig. 5e and f).

**Fig. 5:**
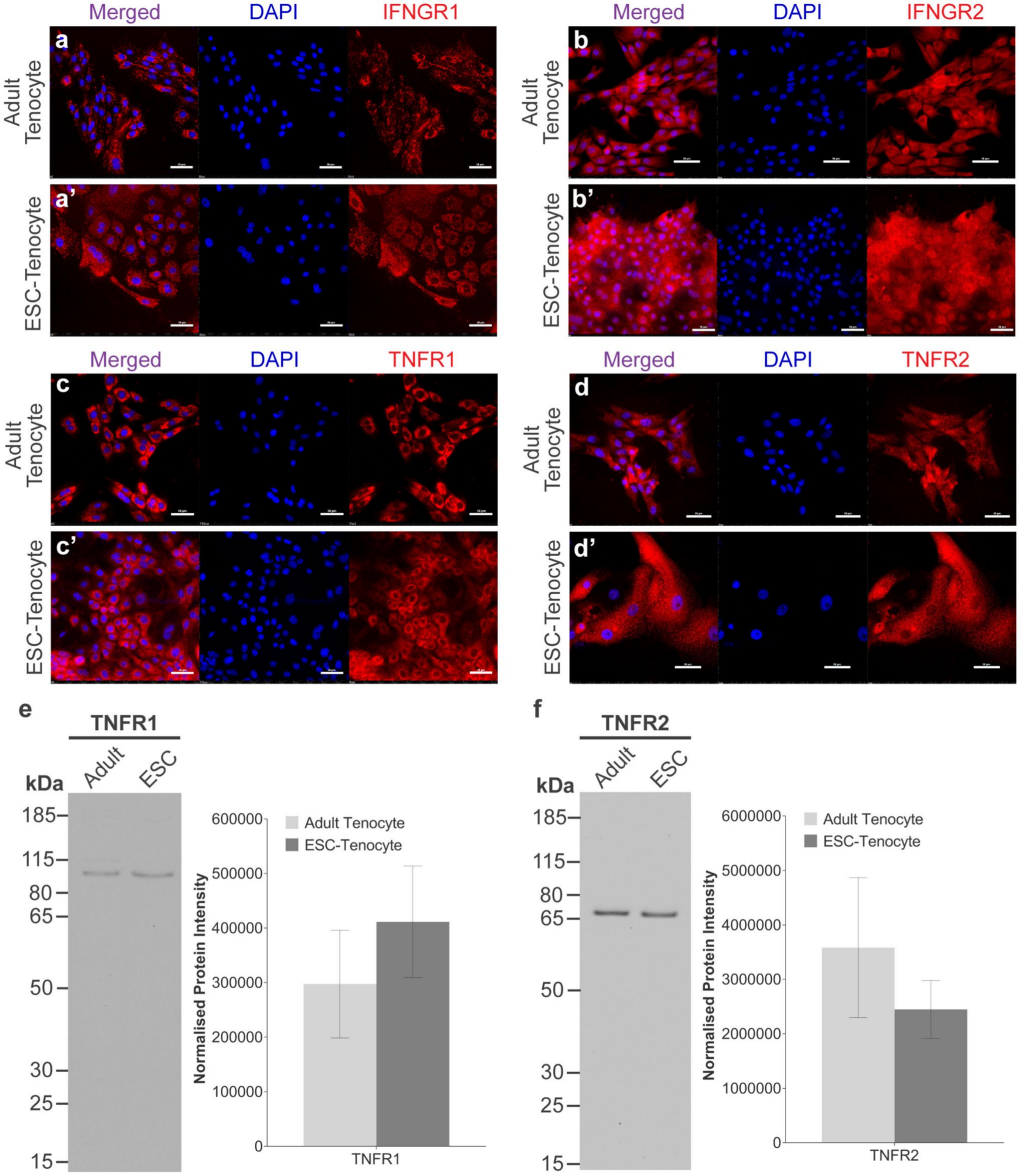
Adult and ESC-tenocytes express comparable protein levels of TNFα and IFN-γ receptors. Immunofluorescence staining of IFNGR1 (**a-a**’), IFNGR2 (**b-b**’), TNFR1 (**c–c**’), and TNFR2 (**d-d**’) in adult and ESC-tenocytes. Nuclear staining is shown by DAPI in blue. All images are representative of three independent biological replicates. Scale bar = 50 μm. Western blot analyses comparing the expression of TNFR1 (**e**) and TNFR2 (**f**) between adult and ESC-tenocytes. Quantitative analyses of normalised protein intensity are also shown. Error bars represent the S.E.M of three biological replicates. In these experiments adult tenocytes were between P2—P7 and ESC-tenocytes between P15—P26

### NF-κB P65 can be Activated by Pharmaceuticals in Both Adult and ESC-Tenocytes

Since the NF-κB P65 pathway was not activated by inflammatory cytokines in ESC-tenocytes, we sought to determine whether this pathway was functional using NF-κB pharmaceutical activators. Initially, dose and time response experiments were carried out in adult tenocytes to determine the optimal conditions to induce P65 nuclear translocation (data not shown). Immunofluorescence demonstrated that all four NF-κB pharmaceutical activators induced significant P65 nuclear translocation compared to the unstimulated control within 1 h of stimulation in adult tenocytes (Fig. 6a and c). However, only two (Prostratin and PMA) resulted in significant P65 nuclear translocation in ESC-tenocytes (Fig. 6b and d).

**Fig. 6:**
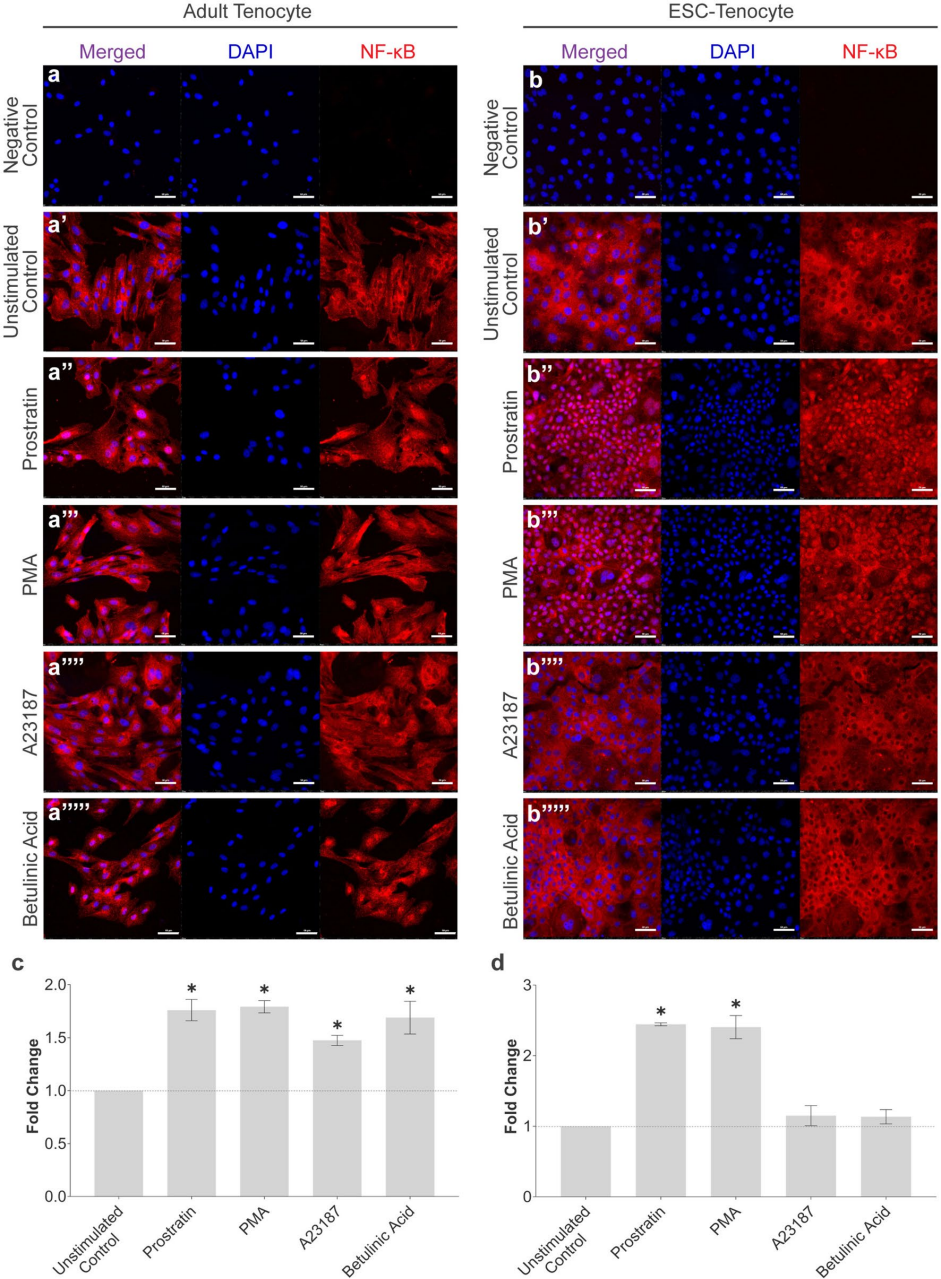
NF-κB signalling can be activated in ESC-tenocytes through NF-κB activator pharmaceuticals. Immunofluorescence staining of NF-κB P65 in adult (a-a’’’’’) and ESC-tenocytes (b-b’’’’’) following 30 min of stimulation with Prostratin (a’’ and b’’) and 1 h stimulation with PMA (a’’’ and b’’’), A23187 (a’’’’ and b’’’’), or Betulinic Acid (a’’’’’ and b’’’’’). DAPI staining of the nucleus is shown in blue. Images are representative of three biological replicates. Scale bar = 50 μm. Semi-quantitative analysis of the relative nuclear fluorescent intensity of NF-κB P65 following NF-κB activator stimulation in adult (c) and ESC-tenocytes (d) is shown. Data is displayed as fold change compared to the unstimulated control. Error bars represent the S.E.M of three measurements from three independent biological replicates. The asterisk (*) denotes the fold change is significantly different to the unstimulated at *p* < 0.05. Adult tenocytes in these experiments were between P3 and P6 and ESC-tenocytes between P9 and P33

### NF-κB Activators Modulate Tendon-Associated Gene Expression but do not Affect 3-D Collagen Gel Contraction by ESC-Tenocytes

Since we were able to induce NF-κB P65 nuclear translocation in ESC-tenocytes using Prostratin and PMA, we next investigated whether these NF-κB activators resulted in downstream changes to gene expression and 3-D collagen gel contraction. After 72 h stimulation, PMA and Prostratin had no significant effect on adult tenocyte viability (Supplementary Fig. 5) but significantly down-regulated expression of *SCX* compared to the unstimulated control (Fig. 7a). In contrast, the expression of *SCX* was unchanged in ESC-tenocytes (Fig. 7b). No significant effects on *COL1A1*, *COMP,* and *SOX9* were observed in either cell type. PMA and Prostratin affected *IL-6* and *MMP* gene expression in both cell types, generating substantial increases in *IL-6* and *MMP1* and a smaller, but significant, decrease in *MMP13* in the adult tenocytes. In the ESC-tenocytes, large increases in the expression of *IL-6*, *MMP3,* and *MMP13* were observed with PMA and slightly smaller increases with Prostratin. Not all the observed changes in gene expression were significant despite a consistent increase being observed in all replicates. The increase in *IL-6* gene expression in adult tenocytes was reflected at the protein level (Fig. 7c), however, no increase in IL-6 protein was observed in the ESC-tenocytes (Fig. 7d). Finally, Prostratin and PMA had no significant effect in inhibiting 3-D collagen gel contraction by adult or ESC-tenocytes (Fig. 7e and f).

**Fig. 7:**
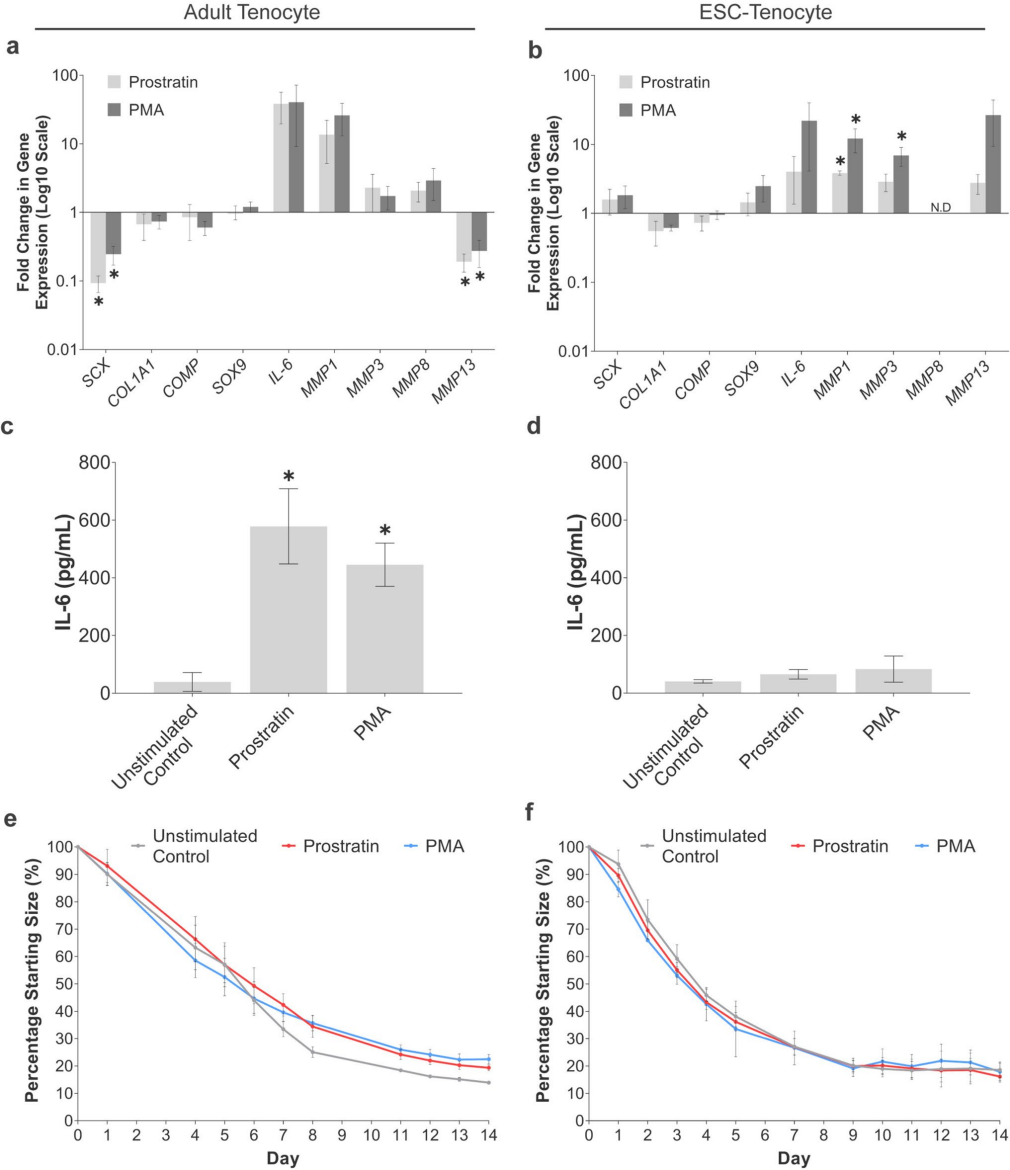
NF-κB activators cause changes to 2-D gene expression but not 3-D collagen gel contraction in adult and ESC-tenocytes. Fold change in gene expression of adult (**a**) and ESC-tenocytes (**b**) following 72 h stimulation with Prostratin and PMA compared to the unstimulated control. Secretion of IL-6 is significantly increased by Prostratin and PMA in adult tenocytes (**c**) but not in ESC-tenocytes (**d**). Error bars represent the S.E.M of three biological replicates. In 3-D culture, neither Prostratin or PMA inhibited the degree of collagen gel contraction by adult (**e**) or ESC-tenocytes (**f**). Error bars here represent the S.E.M of five biological replicates of adult tenocytes and three biological replicates of ESC-tenocytes. The asterisk (*) denotes a significant difference to the unstimulated control at *p* < 0.05. Adult tenocytes in these experiments were used between P2 and P8 and ESC-tenocytes between P9 and P31

### ESC-tenocyte Conditioned Media is Unable to Fully Rescue the Negative Effects of Inflammatory Cytokines on Adult Tenocytes

Previously we had shown that ESC-tenocytes express high levels of the gene encoding IL-1 receptor antagonist protein (IL-1RA) compared to adult tenocytes [34]. Here we confirm that this is reflected at the secreted protein level (Fig. 8a). However, in 3-D culture, conditioned media taken from ESC-tenocytes failed to rescue collagen gel contraction by adult tenocytes following stimulation with IL-1β, TNFα, and IFN-γ (Fig. 8b). Additionally, ESC-tenocyte conditioned media had little effect in rescuing tendon-associated gene expression in adult tenocytes following stimulation with all three cytokines in combination (Fig. 8c). There was a trend for ESC-conditioned media to rescue *MMP* expression, however, this was not significant for all genes investigated likely due to the variation in the fold increase between biological replicates (Fig. 8d). Interestingly, ESC-conditioned media alone caused adverse changes to gene expression, including upregulating the expression of *MMPs*.

**Fig. 8:**
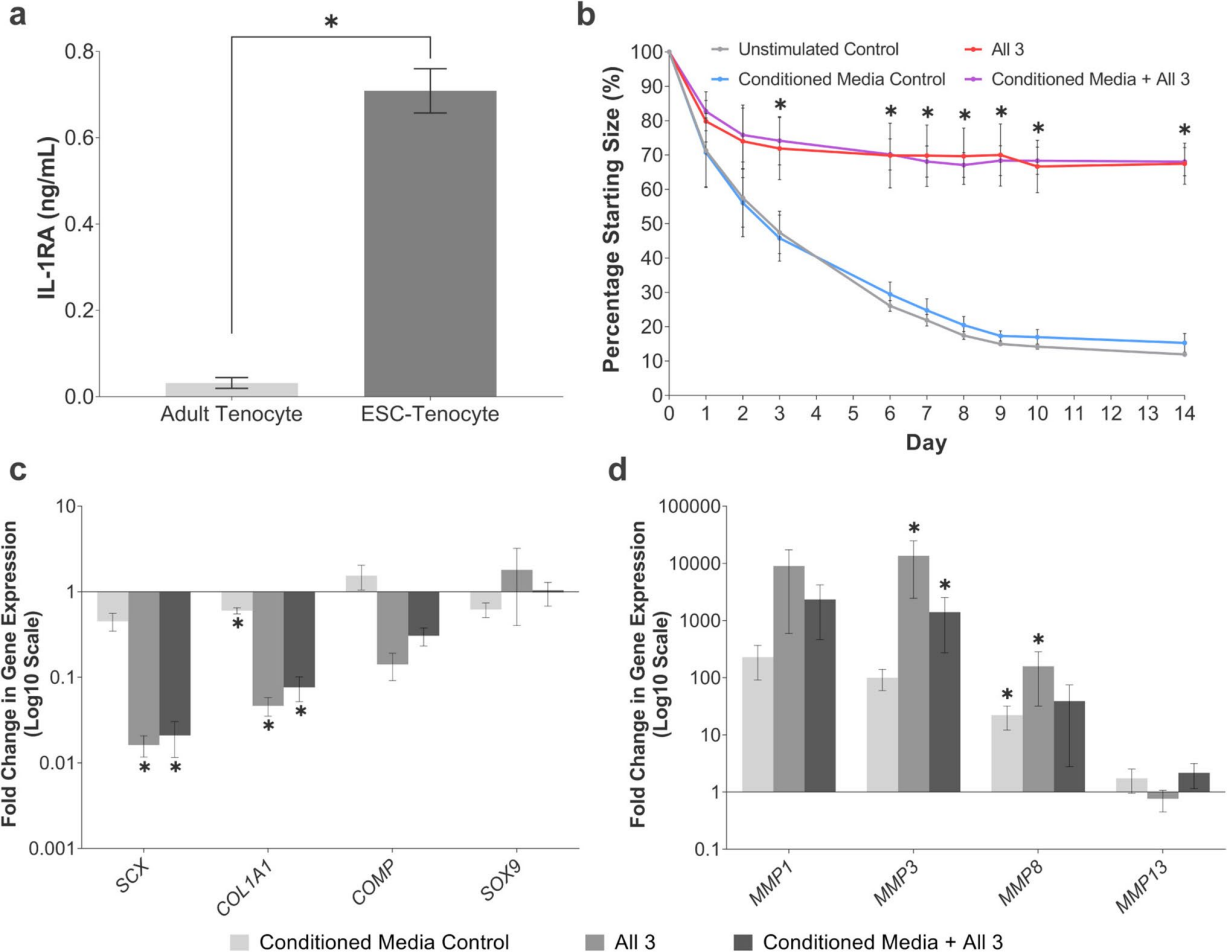
ESC-tenocytes are unable to release soluble factors which protect adult tenocytes from the combined effects of IFN-γ, TNFα, and IL-1β. (**a**) ESC-tenocytes express significantly more IL-1RA than adult tenocytes. The asterisk (*) indicates significant difference between indicated conditions at *p* < 0.05. Error bars represent the S.E.M of three biological replicates. (**b**) ESC-conditioned media was unable to rescue the adverse effects IFN-γ, TNFα, and IL-1β (All 3) have upon 3-D collagen gel contraction by adult tenocytes. The asterisk (*) indicates the degree of collagen gel contraction is significantly different to the unstimulated control (*p* < 0.05). Error bars are representative of the S.E.M of three biological replicates of adult tenocytes cultured with conditioned media from three biological replicates of ESC-tenocytes. Fold change in tendon associated (**c**) and *MMP* (**d**) gene expression in adult tenocytes stimulated with IFN-γ, TNFα, and IL-1β alone or in combination with ESC-conditioned media compared to the unstimulated control. ESC-conditioned media alone served as an additional control. The asterisk (*) indicates significant difference relative to the unstimulated control in growth media *p* < 0.05. Error bars are representative of the S.E.M of four biological replicates of adult tenocytes cultured with conditioned media from three biological replicates of ESC-tenocytes. Adult tenocytes in these experiments were used between P1 and P6 and ESC-tenocytes between P9 and P31

## Discussion

Various mechanistic models have been proposed to advance our understanding of tendinopathy. These research models have determined that although moderate levels of pro-inflammatory cytokines are necessary to induce tissue repair, excessive inflammation is a key driver of scar tissue deposition leading to poor functional outcomes. Despite this, the molecular pathways underpinning tendinopathy are largely unknown, meaning successful targeted therapeutics have so far eluded the field.

Our previous work demonstrated that IL-1β has adverse consequences for equine adult tenocytes, whereas ESC-derived tenocytes appeared to be unaffected [34]. However, this study only examined a small number of candidate genes. Here, we demonstrate using RNA sequencing that unlike adult tenocytes [17], ESC-tenocytes express no DE genes following IL-1β stimulation after two weeks in 3-D culture. This attenuated immune response in ESC-tenocytes is likely attributed to a disparate expression of the IL-1β signalling receptors, with ESC-tenocytes expressing low levels of IL-1R1 and high levels of the decoy IL-1R2 and gene encoding IL-1RA (*IL-1RN*) [34]. However, it is unknown whether equine ESC-tenocytes will respond to other pro-inflammatory cytokines which are present during tendinopathy.

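Within each line, most genes had similar values with and without IL-1β. The change stayed under 2-fold for 95.1% of the genes tested in line IG, 96.9% in HJ and 96.7% in PW. Changes of at least 2-fold were found for 764 genes in IG, 474 in HJ and 511 in PW, each from a single pair of libraries. No gene changed by at least 2-fold the same way in all 3 lines (0 of the genes tested), and with the sign of 1 line reversed the count was 2 to 5. Across genes, the changes of different lines had a Pearson's r of -0.001 (IG and HJ), 0.033 (IG and PW) and 0.007 (HJ and PW), and a Spearman's rho of 0.095, -0.006 and 0.098, respectively, where genes are not independent replicates. Changes of any size went the same way in all 3 lines for 31.6% of the genes, against 18.5% to 24.5% when 1 line was reversed. A gene counts under only 1 of the real and reversed patterns of signs. A higher real share therefore lowers the reversed shares, which are not an independent reference. With 3 lines there are only 4 distinct patterns of signs, so no p-value below 0.25 is possible for these counts. Single genes can be named only by their row in the deposited table, and the following pair was chosen after the values had been seen, as the genes with the smallest p-values in each direction in the paired fit. The gene in row 22381 had 800 ± 670 normalised counts (SD, n = 3) in the control and 1113 ± 923 (SD, n = 3) with IL-1β, and was higher with IL-1β in all 3 lines. Its log2-fold change was 0.46, with a standard error of 1.03 in the comparison of 2 groups and 0.084 in the paired fit (limma, adjusted p = 0.602 in the paired fit). The gene in row 192 had 10077 ± 7697 normalised counts (SD, n = 3) in the control and 6696 ± 4382 (SD, n = 3) with IL-1β, was lower in all 3 lines, and had a log2-fold change of -0.52 (limma, standard error 1.02 in the comparison of 2 groups, and standard error 0.104 and adjusted p = 0.602 in the paired fit).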

Extensive research has focused on the consequences of individual cytokines on tenocyte responses; but when used in combination, the effects of IFN-γ, TNFα, and IL-1β on adult tenocytes are synergistic and magnified [13]. Here, we demonstrate that equine ESC-tenocytes do not respond to a combination of these cytokines, evidenced by exhibiting minimal changes to tendon-associated and *MMP* gene expression, and demonstrating no inhibition of 3-D collagen gel contraction; a measure of cell-mediated matrix reorganisation [42, 43]. A similar finding has been shown in ESCs derived from mice (mESC) and their differentiated vascular cells, where these cells elicited no response to TNFα stimulation [44]. In contrast, mESC-derived fibroblasts have been shown to acquire the ability to respond to TNFα during the differentiation process [45]. Other investigators have reported similar results in several types of cells differentiated from human and mouse ESCs including cardiomyocytes and osteoblasts [46–48]. Nevertheless, it should be noted that despite these differentiated cells gaining the ability to respond to inflammatory cytokines, their level of responsiveness was significantly lower than that of their native differentiated counterparts [45]. Conflicting results between studies of different ESC-differentiated cell types suggests that the inflammatory response is a developmentally regulated process which can be influenced by both differentiation protocol and duration, and cell type.

The NF-κB family of transcription factors play an essential role in the regulation of a broad range of genes involved in various inflammation and immune responses [49]. Investigations have implicated the NF-κB pathway in the early phases of tendon regeneration and inhibiting this pathway improved flexor tendon healing in a murine model [50, 51]. Once activated, NF-κB dimers rapidly translocate into the nucleus where they bind to DNA and modulate transcription of target genes. Unlike adult tenocytes [13], ESC-tenocytes failed to activate the canonical NF-κB pathway following stimulation with IFN-γ, TNFα, and IL-1β. Furthermore, the expression of IL-6 was also unaffected by inflammatory stimulation in ESC-tenocytes. Since IL-6 secretion has been extensively documented as a downstream consequence of NF-κB activation [49, 52, 53], this supports our findings. Investigation into other inflammatory pathways demonstrated that these inflammatory cytokines had similar effects in ESC-tenocytes as they do in adult tenocytes, demonstrating little effect in the activation of JNK, but displaying significant upregulation of STAT1 signalling following stimulation with IFN-γ either alone or in combination with other cytokines. This finding was not surprising since ESC-tenocytes possess receptors for IFN-γ, and we have previously shown that IFN-γ has the ability to upregulate MHC I expression in ESC-tenocytes [36].

To elucidate the mechanisms which contribute to the differences in inflammatory response between ESC-tenocytes and adult tenocytes, we first examined the TNFα induced inflammatory cascade in further detail. The broad range of biological activities mediated by TNFα are facilitated through interaction with two distinct receptors: tumour necrosis factor receptor 1 (TNFR1; gene name: *TNFRSF1A*) and tumour necrosis factor receptor 2 (TNFR2; gene name: *TNFRSF1B*) [45]. A comparison of the transcriptomic profiles of adult and ESC-tenocytes revealed that adult tenocytes express significantly more *TNFRSF1A* than ESC-tenocytes. Some studies have suggested that absent or low-level expression of the TNFα receptors is a common feature of undifferentiated human and mouse ESCs, and likely contributes to their inability to activate a TNFα-induced inflammatory response [44, 45, 54, 55]. However, other studies have demonstrated similar expression levels pre- and post-differentiation of human ESCs, despite only observing NF-κB nuclear translocation following differentiation [48]. After further investigation, we were unable to find any significant differences in expression of TNFR1 and TNFR2 between adult and ESC-tenocytes at the protein level. In human umbilical vein endothelial cells, TNFR1 is primarily localised to the Golgi apparatus rather than the plasma membrane; a characteristic which makes them resistant to TNF-induced apoptosis [56, 57]. Since we determined the presence of the TNFα receptors using immunofluorescence on permeabilised cells and western blot analysis, we cannot make conclusions on the intracellular locations of the receptors in ESC-tenocytes. Therefore, future work should utilise confocal microscopy analysis of intact and permeabilised cells to determine if adult and ESC-tenocytes have disparate localisation of the TNFα receptors, which may account for their failure to respond to TNFα.

Comparison of the transcriptomic profiles of adult and ESC-tenocytes revealed that adult tenocytes consistently expressed higher levels of many of the NF-κB pathway signalling components, although this was not statistically significant for any gene examined. Interestingly, ESC-tenocytes expressed significantly higher levels of *NFKBIA* and *NFKBIE*. These genes encode for IκBα and IκBε respectively, which form part of a subunit IκB which acts to inhibit NF-κB directed transactivation of NF-κB via cytoplasmic retention of the REL proteins. Although this finding may explain why NF-κB is inactive in ESC-tenocytes, we also found that ESC-tenocytes express significantly more *IKBKB* which acts to phosphorylate the IκB complex leading to the activation of NF-κB. These contrasting results are representative of the literature, where the functionality of NF-κB signalling in other species of ESCs and their differentiated derivatives has been somewhat controversial. Some studies have postulated that the expression of NF-κB components is a critical determinant for activation of NF-κB signalling in ESCs and their derivatives [45, 58, 59]. Whereas others have found no association between the expression of NF-κB components and the ability of these cells to initiate activation of NF-κB signalling [47]. Future work using global and unbiased phospho-proteomics analysis is therefore warranted to determine how the expression of these NF-κB components at the protein level influences NF-κB activation.

To determine whether the NF-κB pathway was functional in ESC-tenocytes, we investigated other NF-κB stimuli and found that, as in adult tenocytes, NF-κB activation could be induced through stimulation with the pharmaceuticals PMA and Prostratin. Interestingly, although these NF-κB activators did result in changes to tendon-associated gene expression in the ESC-tenocytes, these changes did not follow the same expression pattern as that seen in adult tenocytes. In adult tenocytes, *SCX* was significantly down-regulated whereas no change was seen in ESC-tenocytes. *IL-6* and *MMP* expression were upregulated in both cell types, although only the upregulation of *IL-6* in adult tenocytes was reflected at the protein level. This may be due to the large biological variation in the results, meaning that while there were some strong trends, they were not significant for all genes examined. Alternatively, these results could suggest that ESC-tenocytes are less responsive to these NF-κB pharmaceuticals, but a limitation of our work is that we did not determine whether the NF-κB nuclear translocation we observed in the ESC-tenocytes correlates to an equivalent level of DNA binding as produced in the adult cells [13]. Chromatin immunoprecipitation (ChIP) experiments may be useful to determine if NF-κB has different target genes in the different cell types [60]. Neither PMA nor Prostratin had any effect on 3-D contraction in either cell type, suggesting they may not be as potent as IL-1β/TNFα in activating NF-κB, or that they do not activate alternative NF-κB proteins which we have not measured such as the transcriptional repressor P50 [13]. Both pharmaceuticals stimulate NF-κB signalling through the activation of Protein Kinase C (PKC). PKC is a family of serine/threonine kinases which play a critical role in cell signalling and regulation [61]. PKC is not unique to the NF-κB pathway, and upon activation can phosphorylate a variety of downstream targets and transcription factors including MAPK/ERK signalling which has been shown to contribute to the development of tendinopathy [62]. Future work to determine if this signalling pathway is also being activated by PMA and/or Prostratin in adult or ESC-tenocytes is therefore required.

Studies suggest the therapeutic benefits of some stem cells are due to various paracrine factors such as serum proteins, growth factors, hormones, ECM proteins, and proteases secreted by these cells [63]. Despite this, our recent work has demonstrated that cell secretome or “conditioned media” from equine BM-MSCs is unable to rescue the negative effects a combination of inflammatory cytokines has on adult tenocytes *in vitro* [13]. Here, we examined ESC-conditioned media and found like BM-MSCs it had little effect in rescuing tendon-associated gene expression or 3-D collagen gel contraction in adult tenocytes following cytokine stimulation. Nevertheless, we were able to demonstrate that the ESC-conditioned media could slightly rescue *MMP* expression. Interestingly, these results mimic the effects we have observed when adult tenocytes are cultured with IFN-γ, TNFα, and IL-1β in combination with exogenous IL-1RA [13]. Analysis of the ESC-conditioned media found that ESC-tenocytes express significantly more IL-1RA than adult tenocytes which is in accordance with our previous work [34] and global gene expression analysis (Supplementary Fig. 3). TNFR1 can also be secreted as a soluble form to inhibit TNFα signalling [64–66], however, we were unable to find an assay which cross-reacted with the equine protein (data not shown). Unlike BM-MSC conditioned media, the ESC-tenocyte conditioned media alone had a negative effect on *MMP* expression. This is likely due to the ESC-tenocytes depleting the nutrients from the growth media before being cultured with the adult tenocytes. To overcome this, future research could supplement the ESC-conditioned media with fresh serum and/or glucose prior to co-culture to determine whether this produces an enhanced rescue effect.

The biological implications of an attenuated immune response in ESCs and their differentiated progeny can be viewed from different perspectives of stem cell, developmental and immunological biology. It is logical that ESCs do not respond to inflammatory cytokines when any disturbance of the immunological balance in the uterus may lead to an increased risk of pregnancy complications. In fact, TNFα and IFN-γ are embryotoxic cytokines which hinder embryonic development [67, 68]. Therefore, it is likely that the diminished immune response seen here in ESC-tenocytes is inherited from undifferentiated ESCs, although we did not directly measure the effect of the inflammatory cytokines on the undifferentiated cells. This characteristic may also provide an advantage to ESC-derived cell-based therapies where persistent tissue inflammation is present, but the long-term fate and functionality of transplanted cells may be compromised if they cannot respond to subsequent infection. However, this was an *in vitro* study and the ESC-tenocytes may be unaffected by inflammation because the differentiation protocols we use do not promote the development of the innate immune system in the time frame studied [69]. Future work should consider monitoring the response of ESC-tenocytes to inflammatory cytokines over longer periods of differentiation *in vitro* and *in vivo*.

In conclusion, our research has shown that ESC-tenocytes fail to respond to a combination of IL-1β, TNFα, and IFN-γ. While we do not yet fully understand the molecular basis for the underdeveloped cytokine response in ESC-tenocytes, our data suggests that there may be deficiencies at multiple levels of the signalling pathways. Further clarification of these mechanisms will enable the future development of novel pharmaceuticals to protect endogenous, adult tenocytes from the negative effects of excessive inflammation to improve tissue repair and regeneration following injury.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

All relevant data are within the manuscript and its supplementary information files. The RNA sequencing data generated in this project is available through NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE237821. Other RNA sequencing data referred to in the manuscript is available under accession numbers GSE221370 and GSE145029.

# Supplementary material for: Equine Embryonic Stem Cell-Derived Tenocytes are Insensitive to a Combination of Inflammatory Cytokines and Have Distinct Molecular Responses Compared to Primary Tenocytes
**Source:** Stem Cell Rev Rep. 2024 Feb 24;20(4):1040–59. doi: 10.1007/s12015-024-10693-8
**Supplement:** Supplementary file 1 — Supplementary file1

## **Stem Cell Reviews and Reports**

**Equine Embryonic Stem Cell-Derived Tenocytes are Insensitive to a Combination of Inflammatory Cytokines and Have Distinct Molecular Responses Compared to Primary Tenocytes**

**Emily J. Smith^1^**, Ross E. Beaumont^1^, Jayesh Dudhia^1^ and Deborah J. Guest^1^

# Supplementary Figures

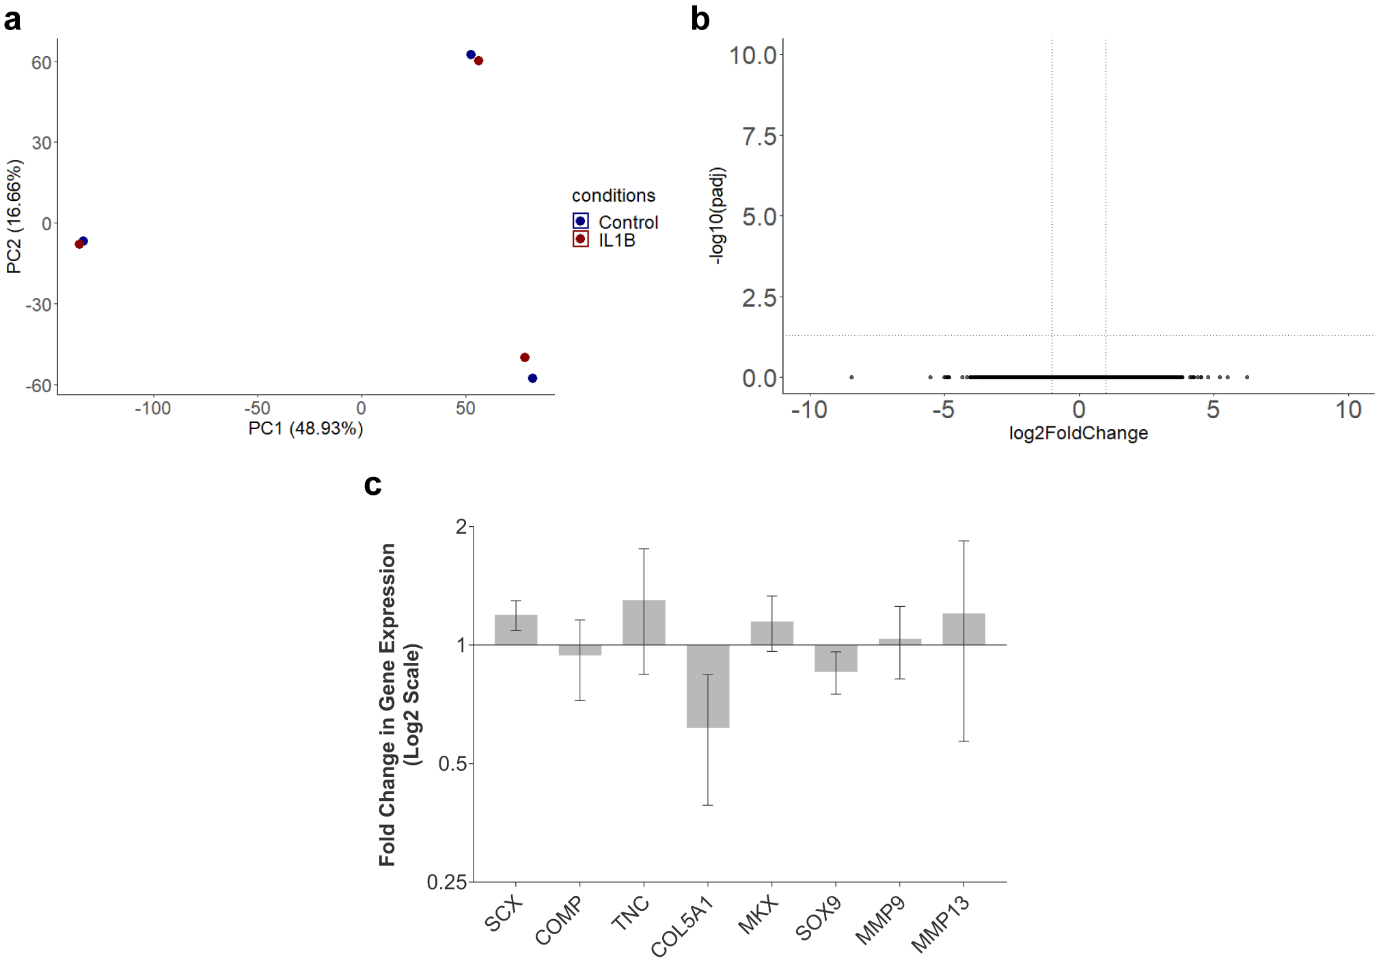
**Supplementary Fig. 1** (a) PCA of global gene expression profiles from three biological replicates of ESC-tenocytes in control (blue) and IL-1β (red) conditions. (b) Volcano plot demonstrating no genes were differentially expressed in ESC-tenocytes following stimulation with IL-1β. The x-axis represents the log2-fold change, and the y-axis depicts the -log 10 (adjusted *p* value). (c) qPCR validation of eight genes that undergo no significant change following ESC-tenocyte exposure to IL-1β but have been shown to be impacted by IL-1β in adult tenocytes [14]

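Principal component analysis reduces the expression of all genes to a few axes that carry most of the variance between libraries. Over the 23578 genes above 0 in at least 1 library, with log2(value + 1) centred and scaled for each gene, the first component held 52.0% of the variance and the second 23.2%. The first component separated line IG, at 140.8 (control) and 144.1 (IL-1β), from HJ at -56.2 and -66.4 and PW at -82.2 and -80.1. The second component separated HJ, at -86.5 (control) and -85.6 (IL-1β), from PW at 86.3 and 70.4. On either component, the control and IL-1β libraries of a line were at most 15.9 apart. When the variance of the genes tested was divided over the balanced layout of 3 lines and 2 treatments, the lines took 85.3%, the treatment 5.86% and the remainder 8.83%. The share of the treatment includes noise, as it has 1 degree of freedom against 2 for the remainder. Without scaling each gene, the lines took 93.9% and the treatment 2.10%, whereas over all 23578 genes above 0 the lines took 75.1%, the treatment 8.97% and the remainder 15.9%. In the limma comparison of 2 groups, 142 of the genes tested had an estimated log2-fold change of at least 1 in either direction (88 higher and 54 lower with IL-1β), ranging from -3.19 to 3.98. None of these genes had an adjusted p-value under 0.05 in limma. The genes with an unadjusted p-value under 0.05 in the fit paired by line had a median size of log2-fold change of 0.22, and 94 of them changed by at least 2-fold. In panel c, qPCR measured selected genes that IL-1β changes in adult tenocytes, and the values are given as a fold change over the unstimulated control. The qPCR measurements are separate from the sequenced libraries.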

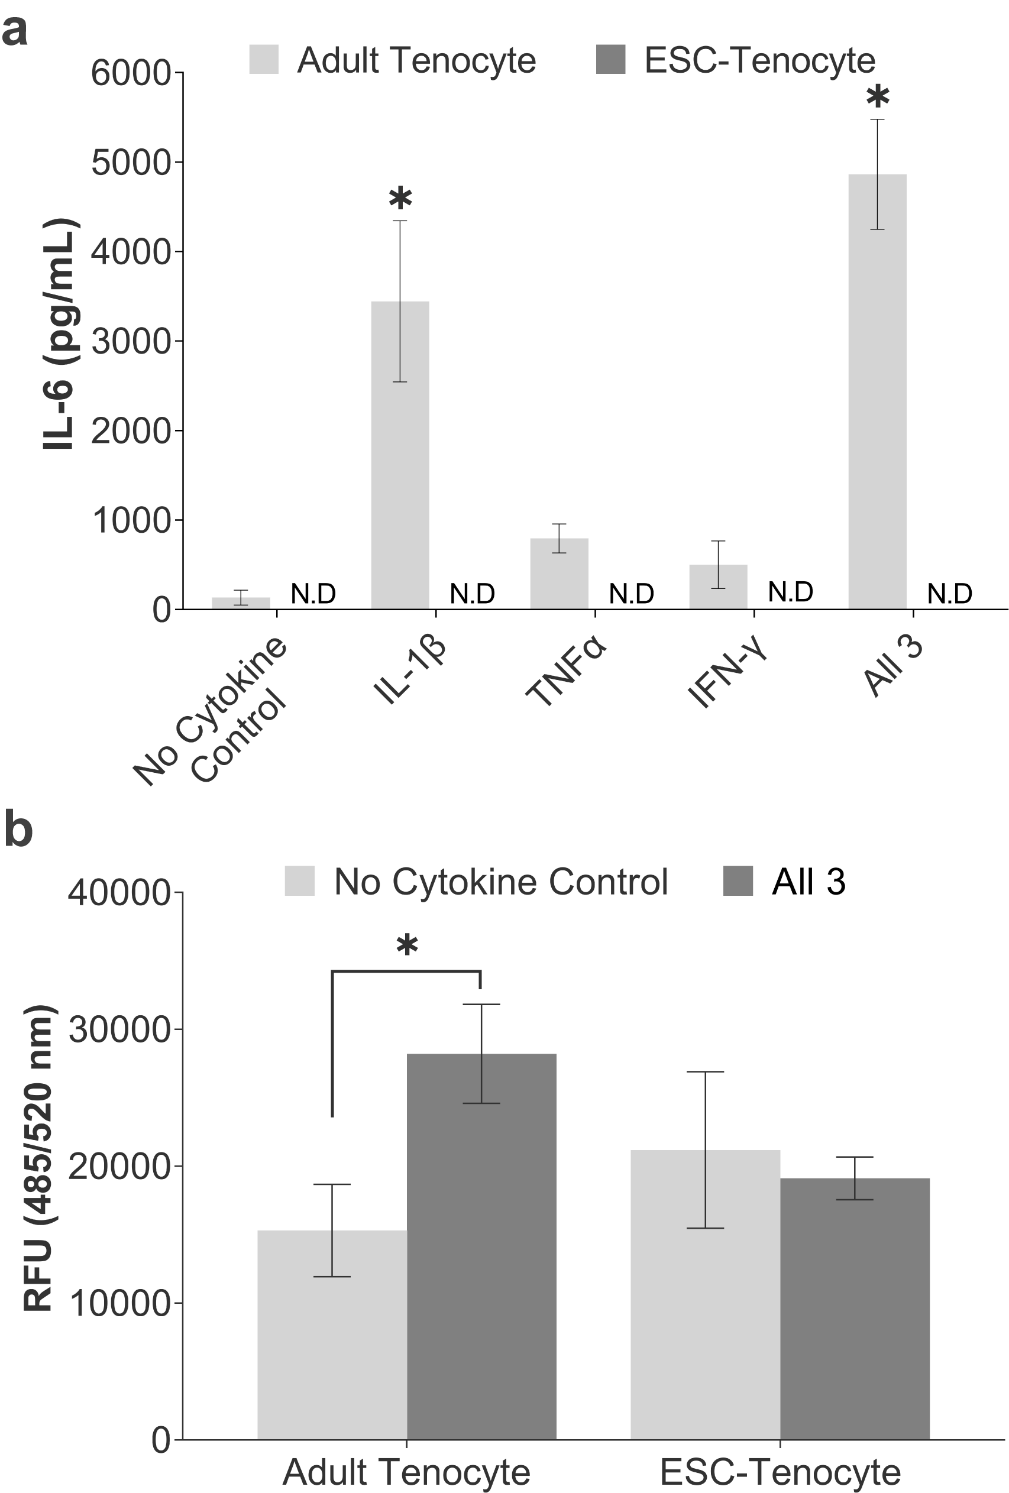

**Supplementary Fig. 2** Effect of inflammatory cytokine stimulation on protein secretion in ESC-tenocytes. (a) Secretion of IL-6 by ESC-tenocytes is unaffected by IFN-γ, TNFα, and/or IL-1β stimulation. Previously published adult data is shown as a comparison [13]. (b) Total MMP activity of adult and ESC-tenocytes treated with IFN-γ, TNFα, and IL-1β (all 3) for 1 h. Unstimulated cells served as a control. The asterisk (*) denotes a significant difference between indicated conditions at *p <* 0.05. Error bars represent the S.E.M of four biological replicates of adult tenocytes (P4 – P6) and three biological replicates of ESC-tenocytes (P14 – P20)

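The ELISA in panel a measures the concentration of IL-6 protein released into the medium, by capturing it between antibodies and reading the colour made by a linked enzyme against a standard curve. The MMP assay in panel b measures the combined activity of matrix metalloproteinases in the medium. A mercury compound (APMA) first activates the latent enzymes, and the cleavage of a substrate is then read as fluorescence after subtraction of a negative substrate control. Both therefore report secreted protein, whereas the sequencing and qPCR report RNA within the cells.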

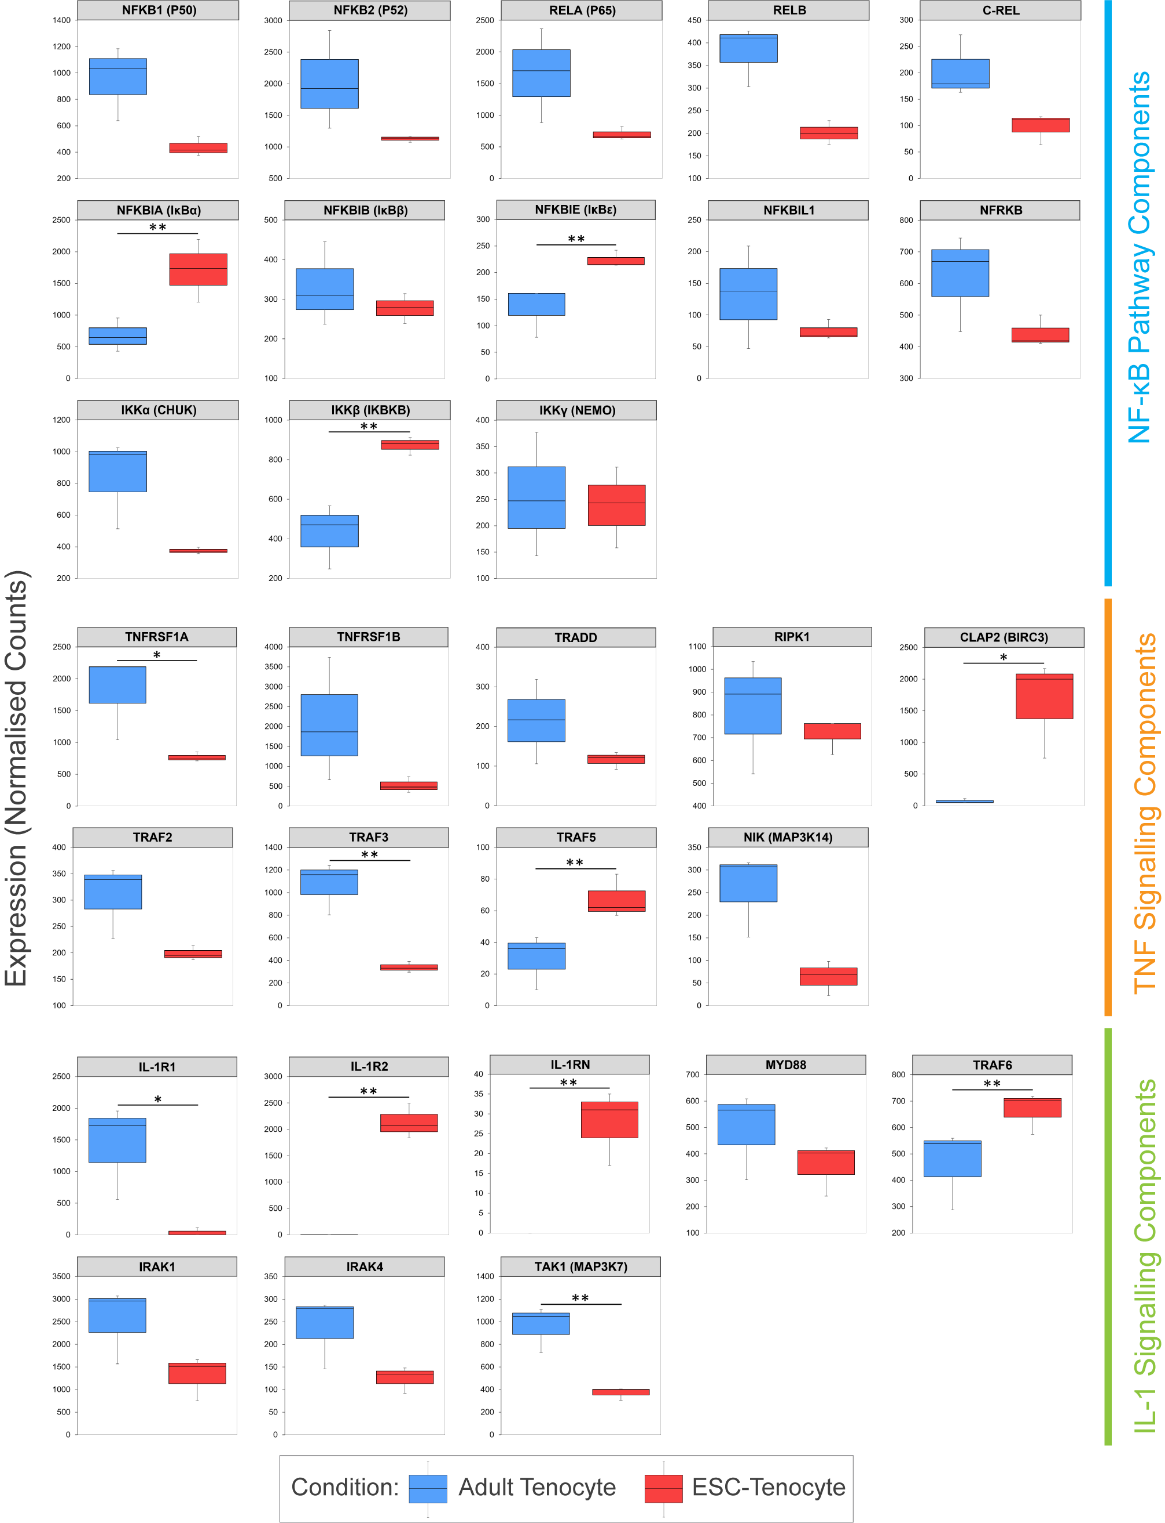
**Supplementary Fig. 3** Transcriptomic comparison of adult and ESC-tenocytes taken from publicly accessible data (Paterson *et al.*, 2020, GSE145029). Boxplots show gene expression of NF-κB pathway, TNF signalling, and IL-1 signalling components in unstimulated adult (blue) and ESC-tenocytes (red). Y-axis represents the gene expression (normalised counts). Significant differences are depicted by a single asterisk (*) for *p <* 0.05 and a double asterisk (**) for *p <* 0.01. Data is representative of three biological replicates of adult and ESC-tenocytes cultured in 3-D for 14 days

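The genes shown fall into the NF-κB family and its inhibitors and kinases, the receptors, adaptors and kinases of TNF signalling, and the receptors, antagonist, adaptors and kinases of IL-1 signalling. IL-1R1 passes the IL-1β signal into the cell, IL-1R2 is a decoy receptor that binds IL-1β without signalling, and *IL-1RN* encodes an antagonist that blocks IL-1R1. The values come from an earlier study of unstimulated adult and ESC-tenocytes in 3-D culture, whose libraries were not analysed here.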

**
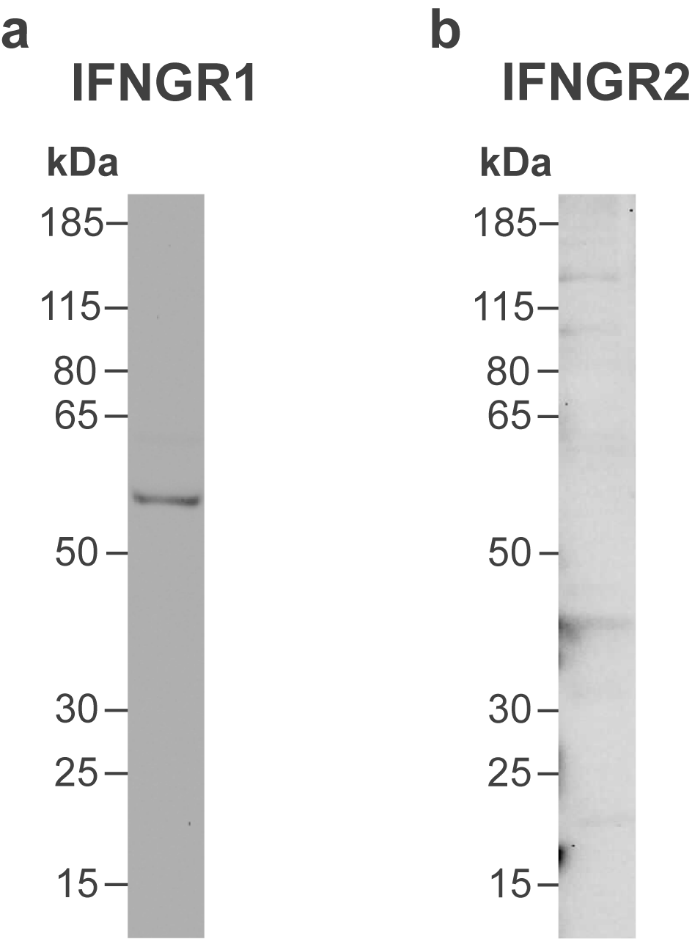
Supplementary Fig. 4** Western blot of primary antibodies. Western blotting showing binding of IFNGR1 (a) and IFNGR2 (b) antibodies to equine cytoplasmic protein from adult tenocytes and producing expected band sizes (IFNGR1 = 54 kDa, IFNGR2 = 38 kDa)

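In a western blot, proteins are separated by size and detected with an antibody. A single band of the predicted size is evidence, though not proof, that the antibody recognises its target. Antibodies raised against proteins of other species need this check before they are used on horse cells. The IFNGR1 and IFNGR2 antibodies in this blot stained the receptors of IFN-γ in Fig. 5. The paper does not give the species of the proteins they were raised against.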

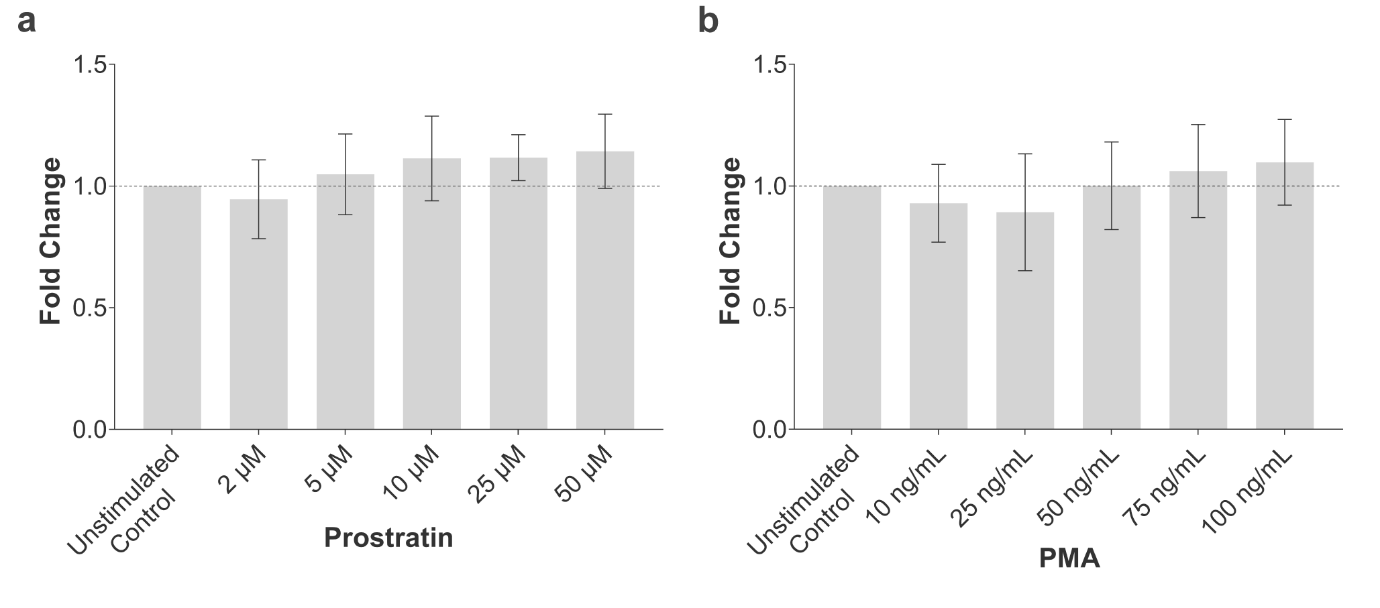
**Supplementary Fig. 5** Effects of Prostratin and PMA on cell viability in adult tenocytes. Prestoblue™ assay showing no significant effect of various concentrations of Prostratin (a) and PMA (b) on adult tenocyte cell viability following 72 hr stimulation. Data is presented as fold change in fluorescence compared to the unstimulated control. Error bars represent the S.E.M of three biological replicates of adult tenocytes. Cells in these experiments were between P4 and P8

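PrestoBlue is a resazurin-based dye that living cells reduce to a fluorescent product, so that the fluorescence of a well rises with the number of metabolically active cells. Prostratin and PMA activate NF-κB through protein kinase C. The supplementary plots give this fluorescence for adult tenocytes relative to the unstimulated control.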

How the deposited data were processed for this re-analysis (not part of the article)

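The data are RNA sequencing libraries of equine ESC-tenocytes from 3 embryos (lines IG, HJ and PW), cultured for 14 days in 3-D collagen gels with or without IL-1β (17 ng/mL in the paper, 1 nM in the sample labels). Each line gave 1 control and 1 IL-1β library, 6 in all, and the lines are the biological replicates. The condition and line of each library were taken from the sample labels, and each column of the table was matched to a library by its name.

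The authors checked the reads with FASTQC, assigned them to the EquCab3.0 RefSeq transcriptome with Salmon and its GC-bias correction, summed the estimates to genes with tximport and used DESeq2. The deposited values are a signal per gene and library, namely estimated counts divided by factors for library size and average transcript length. They are not raw counts, and replicates were not pooled. The deposited table has 29196 rows, 5618 of them at 0 in all libraries, and its rows carry no gene names or identifiers. A list of IL-1 and NF-κB target genes, lists of cell type markers and the genes named in the paper had been set for testing before the data were examined. These tests were not run, because nothing in the table links a row to a gene. Gene names were not inferred from the order or the values of the rows.

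For each library, the most frequent low value was taken as the value of a single read for genes with a neutral length correction, and the total was divided by it to estimate the reads on genes. The geometric mean of the 6 steps was 1.0. The estimates ranged from 26517970 to 32908109 reads. They carry no error of their own and were used only to compare the depth of libraries. As few values were whole multiples of the step, read counts could not be rebuilt, and no confidence interval from counts was computed. The precision of each comparison rests on the 3 lines.

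Changes were tested with limma (version 3.58.1, R 4.3.3) on log2(value + 1), by lmFit and eBayes with a variance trend, over the 15437 genes with a value of at least 10 in at least 3 libraries. The paper gives its thresholds (log2-fold change of 1, adjusted p-value under 0.05), but its text does not name the design formula of the DESeq2 model, so the main comparison had 2 groups without a block. The fit with the line as a replicate block was run beside it. The pairing comes from the sample labels, in which each line name occurs once per treatment, and was checked by the correlation of the deviations of same-line libraries from their group means. Differences between lines were tested with limma's F test with the treatment as a covariate. Means are given with the SD over 3 lines.

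The rule for single genes, set before the data were examined, was to name the genes in the paper's Table 1 and Supplementary Fig. 1c, any called gene, and the genes with the largest changes among those changed at least 2-fold the same way in all 3 lines. The first could not be applied, and the others selected 0 genes. The genes given by row number were chosen after their values had been seen.

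Principal components and variance shares were computed on log2(value + 1), centred and scaled for each gene, with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The limma fits were tested on simulated data, with the line means of the 15437 genes, noise from the fitted variance distribution and 200 genes changed by 2-fold, 4-fold or 8-fold. The estimated log2-fold changes averaged 1.00, 2.00 and 3.00, and with no changed gene 5.11% of the genes had an unadjusted p-value under 0.05 in the paired fit. In the paired fit 10 to 13 unchanged genes were called beside the changed ones, a slightly larger share than the adjusted p-value allows on average. Each setting was simulated only 1 time, so an excess of false calls is not established. Noise with limma's variance estimate for each gene, which shares information between genes, had been tried first and gave more false calls than expected. The fitted distribution was added after that had been seen, and both were kept, the first giving 11 to 26 unchanged genes called. The simulated noise is normal and independent between genes, which real expression values need not be. The fits that were run with other settings used pseudocounts of 0.1 and 8, no filter, a mean of at least 100, no variance trend, robust estimation, rescaling to the same 75th percentile, the replicate block, and each line left out in turn.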

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

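The tests of technical explanations in this part were chosen after the results had been seen, and only the count without the highest genes was set out before its own outcome was known. Groups of 3 libraries are too small to look for single outlying libraries, and the effect of IL-1β could not be compared between lines, as each line has 1 library per treatment.

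The difference between the ESC lines is a signal that the paper does not analyse. With the treatment as a covariate, limma's F test found 12400 of the 15437 genes (80.3%) to differ between the 3 lines at an adjusted p-value under 0.05, and 7463 of these differed by at least 2-fold between some pair of lines. Without the 23 genes that were among the 10 highest in any library, and with the libraries rescaled to the same 75th percentile, 12401 genes were called. Leaving out 23 genes could hardly have lowered the count by itself. The highest genes and library size would act on the other genes through the scale of a library, and the 75th percentiles of the libraries lay between 1389 and 1486 normalised counts. Rescaling alone gave 12414 genes, of which 7464 differed by at least 2-fold, so the small differences between the 75th percentiles do not account for the count. As these percentiles were already close, rescaling changed little and cannot decide on other differences in scale. The libraries were not rescaled to their totals. The estimated reads on genes of line IG (28791607 and 32908109) overlapped those of HJ (27812349 and 31138894), but both PW libraries (27386072 and 26517970) lay below all others. Depth does not account for the distances between the lines, however. The control libraries of different lines differed by at most 1405535 estimated reads and lay at least 153 apart by Euclidean distance, whereas the control and IL-1β libraries of IG and HJ differed by 4116502 and 3326545 reads and lay at most 88.8 apart. The passage of each line, the date of differentiation and the library batch were not analysed here, and each could coincide with the line. The mix of cell types was not tested, because marker genes cannot be looked up without gene names. A difference between embryos therefore cannot be told apart from a culture or library batch.

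Line IG differed from the other lines in how its normalised counts were distributed. Its 10 highest genes took 22.0% of the normalised counts with IL-1β and 21.5% in the control, against 6.83% to 7.45% in the other 4 libraries, and its highest gene alone took 7.24% and 7.07%. As the share was raised in both IG libraries, it is not the fault of a single library. The share did not follow depth between IG and HJ, as the IG libraries had 28791607 and 32908109 estimated reads on genes and the HJ library with IL-1β, at 31138894 reads, had a share of 6.83%. Both PW libraries had fewer reads than either IG library. No marker gene was tested, and no biological explanation was tested. A difference between lines cannot be told apart from a batch of culture or library preparation that follows the line.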

How the results depend on the processing

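The alternatives were set before the data were examined, except the paired fits with rescaled libraries or with a loess trend removed and the fit between lines without the highest genes, which were chosen after seeing the data. The planned tests on read counts were not run, since reads could not be recovered from the normalised counts, and the planned test of the IL-1 and NF-κB target genes was not run, since the rows have no gene names.

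The count of 0 DE genes, and the count of 0 genes with an adjusted p-value under 0.05, held in all 16 alternative fits, which include 6 fits with a replicate block and 3 fits that each left out one line. For the comparison of 2 groups this shows no stability, since it recovered 0% of simulated 4-fold changes and could hardly have called them. The count that could have come out otherwise is that of the paired fit, if many genes change. With 200 genes changed at once, it recovered 74.0% of simulated 2-fold changes and 93.0% of 4-fold changes, while calling 13 and 10 unchanged genes. With limma's variance estimate for each gene as the noise, it recovered 76.5% and 96.0%. A change of under 2-fold, or of a gene too low to pass the filter, is not covered by these figures. Fewer changed genes were not simulated. The adjustment asks for smaller p-values when few genes change, so a response of a few genes could have been missed. Recovery was scored by the adjusted p-value alone. A true 2-fold change lies at the fold-change threshold, so the count of DE genes would miss more such changes.

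The number of genes with an unadjusted p-value under 0.05 depended on the setting. It was 5 in the comparison of 2 groups, 3 with a pseudocount of 0.1, 10 with a pseudocount of 8, 118 with no filter, 0 with a mean of at least 100, 39 without a variance trend, 8 after rescaling, and from 0 to 15 across the 3 fits that each left out one line. With the replicate block it was 1276, and it was 1351 with a pseudocount of 8, 1439 with no filter (of 23578 genes), 784 without a variance trend, 1178 with rescaled libraries and 1111 after removal of each line's loess trend. The paired count without the variance trend is close to the 772 genes of an even spread. Swapping the labels of 1 line then gave 543 to 665 genes, a count added after seeing the data.

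The 6 libraries make 10 splits into 3 and 3. Only 4 of them part the libraries of all 3 lines, as the treatment does, and the other 6 put both libraries of 2 lines on one side each, so that they compare lines. Among the 4, the real split included, 4 gave as many DE genes and 4 as many genes with an adjusted p-value under 0.05 as the comparison of 2 groups, that is 0, and 3 gave at least 5 genes with an unadjusted p-value under 0.05. The 6 other splits gave 464 to 3761 such genes. A share under 0.05 cannot be reached with 4 splits.

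No gene tested changed at least 2-fold the same way in all 3 lines. With a pseudocount of 0.1 there were 3 such genes, against 5 to 6 when 1 line was reversed, and with no filter there were 57, against 49 to 66. The count of genes differing between the lines lay between 9964 and 13750 in its 7 alternatives, which tested different numbers of genes. The lowest count was 87.8% of the 11348 genes with a mean of at least 100. The highest was 58.3% of the 23578 genes tested with no filter, against 80.3% in the main fit.

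The first principal component held 67.2% of the variance without scaling each gene, 61.6% over the genes that passed the filter, 50.7% without a log and 51.8% with a pseudocount of 8, and the second held 19.4%, 23.9%, 24.1% and 23.5%. The share of variance between lines was 93.9% without scaling, 75.1% over all genes above 0, 85.3% without a log and 85.5% with a pseudocount of 8, and the share of the treatment was 2.10%, 8.97%, 5.90% and 5.80%. In each of these 4 alternatives the lines took the larger share. The nearest library was the one of the same line for 6 of 6 libraries under all 3 alternatives. The genes in rows 22381 and 192 had adjusted p-values from 0.543 to 1.0 across the alternatives. Their direction shows no stability, as they were chosen for their paired p-values and moved the same way in all 3 lines.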

Other observations

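The tests in this part were chosen after the excess of small p-values and the genes at 0 had been seen. The outcomes of the loess and rescaling tests were not known when those tests were set out.

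The paired fit had more small p-values than an even spread gives, although no gene passed the adjustment. Of the 15437 genes, 1276 had an unadjusted p-value under 0.05 and 0 an adjusted one, whereas swapping the labels of 1 line, which leaves the pairs intact, gave 460 to 699 and 1 to 3. Only 1 of the 4 splits that part all 3 pairs, the real one, gave as many genes with an unadjusted p-value under 0.05, and 4 splits cannot give a share under 0.25. An offset between libraries that depends on expression level was tested by removing each line's loess trend of change on mean level, after which the count was 1111, against 473 to 689 for the swapped labels. Rescaling the libraries to the same 75th percentile left 1178 genes. Neither of these accounts for the whole excess. Without limma's variance trend the count was 784, close to the 772 genes that an even spread gives, so that the excess over an even spread depends on the trend, while the swapped labels gave 543 to 665. GC content and transcript length were not tested, as the rows have no gene names, and chance cannot be excluded with 3 lines. A weak response to IL-1β shared by the lines may contribute, but this is a hypothesis that cannot be told apart from chance in these libraries. The median change of 0.22 on the log2 scale among the 1276 genes does not measure such a response. These genes were picked by their p-values, and the median standard error of 0.107 lets only changes of about that size or more pass.

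Some genes were listed at 0 in one library of a line and at a substantial value in the other. There were 50 such switches to or from at least 20 normalised counts, in 35 genes, 28 of them from 0 and 22 of them to 0 with IL-1β. The threshold of 20 was chosen after the values had been seen. In 10 genes a switch occurred in at least 2 lines. The gene in row 16626 went from 144.4 to 0 in line IG and from 255.8 to 0 in PW, but from 0 to 55.8 in HJ, and the gene in row 16642 did the opposite in each line. These rows were chosen after their values had been seen. A response to IL-1β would move such genes the same way in each line where they switch, and 3 of the 10 did so, where random directions give 3.75 on average. A possible explanation is reads moved between near-identical genes by the quantification, in which case a gene should have a partner with the opposite pattern. This was found for 5 of the 10 genes, where random directions gave a median of 4 (permutation test, p = 0.388 over 10000 draws), so this explanation and chance cannot be told apart.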
